# TGF-β induces ST2 and programs ILC2 development

**DOI:** 10.1038/s41467-019-13734-w

**Published:** 2020-01-07

**Authors:** Li Wang, Jun Tang, Xia Yang, Peter Zanvit, Kairong Cui, Wai Lim Ku, Wenwen Jin, Dunfang Zhang, Nathan Goldberg, Alexander Cain, Bing Ni, Keji Zhao, Yuzhang Wu, WanJun Chen

**Keywords:** Transforming growth factor beta, Lymphopoiesis, Innate lymphoid cells

## Abstract

The molecular pathways underlying the development of innate lymphoid cells (ILCs) are mostly unknown. Here we show that TGF-β signaling programs the development of ILC2s from their progenitors. Specifically, the deficiency of TGF-β receptor II in bone marrow progenitors results in inefficient development of ILC2s, but not ILC1s or ILC3s. Mechanistically, TGF-β signaling is required for the generation and maintenance of ILC2 progenitors (ILC2p). In addition, TGF-β upregulates the expression of the IL-33 receptor gene *Il1rl1* (encoding IL-1 receptor-like 1, also known as ST2) in ILC2p and common helper-like innate lymphoid progenitors (CHILP), at least partially through the MEK-dependent pathway. These findings identify a function of TGF-β in the development of ILC2s from their progenitors.

## Abstract (web summary)

TGF-β is thought to be important for group 2 innate lymphoid cell (ILC2) function. Here the authors show that TGF-β drives expression of ST2 specifically in ILC2 progenitors and thereby is also important for the development of ILC2s in the bone marrow.

## Introduction

Innate lymphoid cells (ILCs) belong to a newly identified family of lymphocytes that do not express immune cell lineage surface markers or antigen-specific receptor, but play an important role in protective immunity and regulation of homeostasis and inflammation^1,2^. The dysregulation of ILCs may lead to immune pathologies such as allergy and autoimmune diseases. Based on the expression of signature transcription factors and cytokines, ILCs can be grouped into three subsets. Group 1 ILCs (ILC1s) comprise the prototypical ILC1 and classic natural killer (NK) cells. ILC1s express NKp46, NK1.1, and transcription factor T-bet and produce interferon-γ (IFN-γ)^3^. Group 2 ILCs (ILC2s) express lineage transcription factor GATA3 and produce interleukin 5 (IL-5) and IL-13^4,5^. In mice, ILC2s appear to be the most homogeneous subset so far; they are defined by expression of IL-7 receptor (IL-7R, CD127), Sca-1, CD25, GATA3, and IL-33 receptor ST2 (*Il1rl1*). Group 3 ILCs (ILC3s) comprise the classical lymphoid tissue inducer (LTi) cells plus a subset of non-Lti ILC3s mainly found in intestinal mucosa. ILC3 subsets depend on RORγt for their differentiation and produce IL-17A and IL-22^6–8^. Common lymphoid progenitors (CLPs) in the fetal liver and bone marrow (BM) can generate not only T and B cells, but also all ILC subsets. The common innate lymphoid progenitor (CILP) exists downstream of CLP and gives rise specifically to ILCs. Further downstream is the common helper-like innate lymphoid progenitor (CHILP), a committed ILC precursor for all ‘helper’ ILC subsets but not for NK cells. The ILC progenitor (ILCP), found downstream of the CHILP, can efficiently generate ILC1s, ILC2s, and some ILC3s, but is poor at generating Lti-like ILC3 subsets^9^. Multiple cytokines have been reported to play a role in regulating the development and function of ILCs^10^. IL-7 signaling is involved in the development, differentiation, maintenance, and function of ILCs except NK cells^11^. IL-12, IL-15, and IL-18 activate ILC1 and NK cells to produce IFN-γ; IL-25, TSLP, and especially IL-33 trigger ILC2s to produce IL-5 and IL-13; IL-23 and IL-1β promote RORγt^+^ ILC3s to produce IL-22 and/or IL-17^9^.

TGF-β is a pleiotropic cytokine that regulates diverse biological processes during fetal development and cell growth, differentiation, motility, and death. The precise effects of TGF-β depend on the cell lineage, the state of cell differentiation or activation, and the particular cytokine milieu^12,13^. TGF-β exerts a considerable influence on the immune system and has an essential role in maintaining normal immune homeostasis such as regulating the development and differentiation of T cells^14–23^. Recent studies have begun to reveal the role of TGF-β in ILCs. For instance, TGF-β can enhance ILC2 function in the lungs to promote airway hyperactivity^24^, guide ILC1 differentiation in the salivary glands^25^, impede the conversion of NK cells into ILC1-like cells^26^, inhibit the activation and function of NK cells^27,28^, and regulate the plasticity of ILC3^29^. TGF-β can be expressed and produced by a wide variety of cells within the BM. However, the role of TGF-β signaling in the development of ILCs from their progenitors in the BM remains unknown.

Here we show that TGF-β signaling is required for the development of ILC2s from their progenitors, but not of ILC1s or ILC3s. Specifically, intrinsic TGF-β signaling deficiency in BM progenitors resulted in defective generation of ILC2s in the periphery. Mechanistically, TGF-β promotes the development and maturation of ILC2s from their progenitors accompanied with an upregulation of ST2, which was at least partially regulated via MEK pathway. In addition, TGF-β is also required for the maintenance of mature ILC2s in both physiological and pathological settings.

## Results

### TGF-β signaling is required for the development of ILC2s

We first determined the expression of TGF-β receptor I (TβR1) and II (TβR2) mRNAs in all mature ILC subsets in the liver and lamina propria (LP), and their progenitors in the BM of normal C57BL/6 mice (Supplementary Table 1). All ILC subsets and their progenitors expressed *Tgfbr1* and *Tgfbr2* mRNA. It seemed that ILC2 precursors (ILC2p) expressed relatively higher levels of *Tgfbr1* and *Tgfbr2* mRNA among the other progenitors, with mature ILC2s being the highest among the three mature ILC subsets (Supplementary Fig. 1).

To study whether TGF-β signaling affects the development of ILCs from their BM progenitors, we created mixed BM chimeric mice in which CD45.2^+^ BM cells from tamoxifen- (*Tgfbr2*^−/−^) or oil-treated (Control) *Tgfbr2*^f/f^ER-Cre^+^ mice in equal numbers were injected into lethally irradiated CD45.1^+^ hosts along with normal CD45.1^+^ BM cells at a 1:1 ratio, respectively (*Tgfbr2*^−/−^/45.1 vs. Control/45.1). Prior to BM cell transfer, we did not find significant difference in the BM composition between 5-days oil-treated and tamoxifen-treated mice (Supplementary Fig. 2). Six weeks later, lymphoid cells from the spleens, guts, lungs, and livers were harvested and counted and found to be similar in all chimeric mice. However, flow cytometry analysis of ILC subsets (the gating strategies shown in Supplementary Figs. 3a, b, and 4b, c) in the LP derived from *Tgfbr2*^−/−^/45.1 chimeras revealed a significant decrease in frequency and total number of CD45.2^+^Lin^−^CD127^+^GATA3^+^ ILC2s (Fig. 1a, b). However, frequency, but not total number, of CD45.2^+^Lin^−^CD127^+^RORγt^+^ ILC3s significantly increased when compared with ILC3s derived from Control/45.1 chimeras (Supplementary Fig. 4a). Similarly, ILC2s in the lungs (CD45.2^+^Lin^−^CD127^+^Sca-1^+^CD25^+^GATA3^+^) from *Tgfbr2*^−/−^/45.1 chimeras also displayed significantly lower frequency and total number than CD45.2^+^ ILC2s from Control/45.1 chimeras (Fig. 1c, d). The frequency and total number of CD45.2^+^Lin^−^CD127^+^Tbet^+^ ILC1s in the LP were similar in these two chimeras (Supplementary Fig. 4b). Consistently, no significant changes were observed in the frequency and total number of CD45.2^+^Lin^−^NK1.1^+^NKp46^+^ ILC1/NK cells in the liver (Supplementary Fig. 4c). The data suggest a specific defect in ILC2s generation in the absence of TGF-β signaling from BM progenitors.

**Fig. 1:**
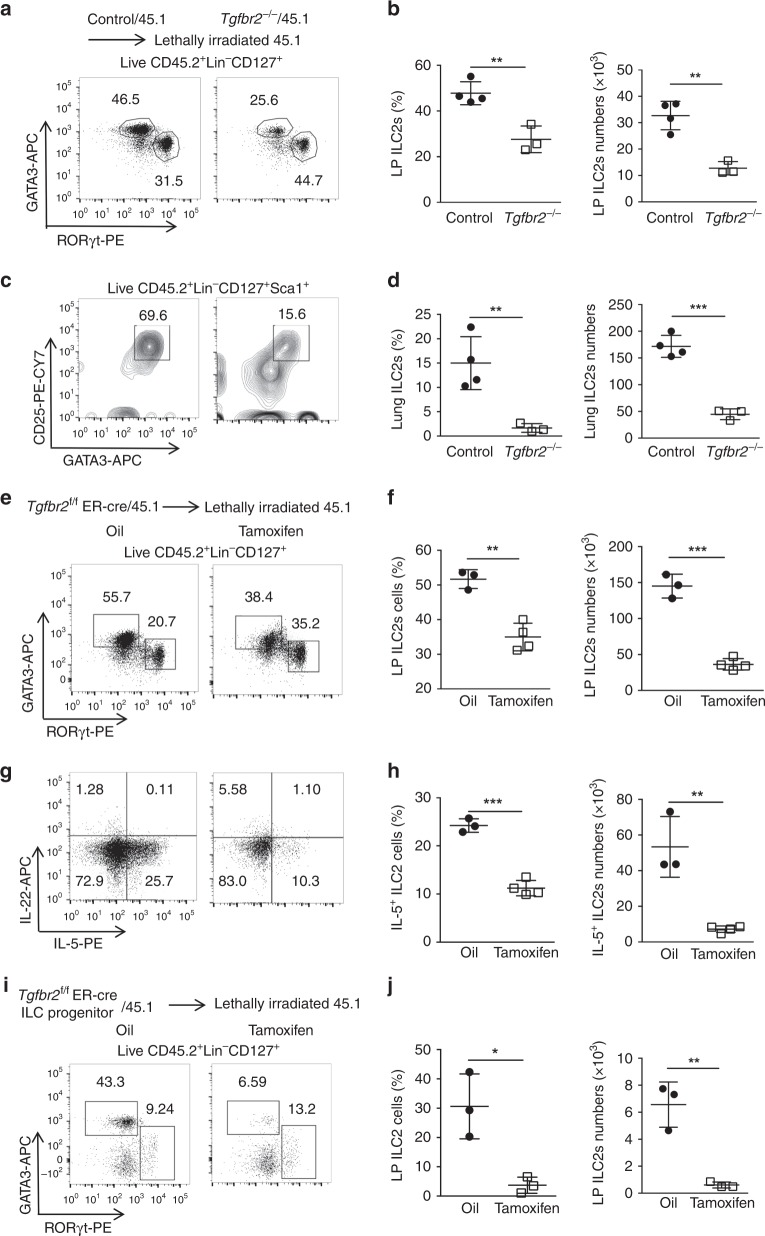
TGF-β signaling is required for the development of ILC2s. **a** Representative FACS plots of GATA3^+^ ILC2s and RORγt^+^ ILC3s among CD45.2^+^Lin^−^CD127^+^ cells in the lamina propria (LP) of Control/CD45.1 and *Tgfbr2*^−/−^/CD45.1 BM chimeras reconstituted for 6 weeks. **b** Summary of the frequency and total numbers of CD45.2^+^ ILC2s in the LP of Control/CD45.1 and *Tgfbr2*^*−/−*^/CD45.1 BM chimeras (*n* = 3–4 mice per group). **c** Representative FACS plots of CD45.2^+^Lin^−^CD127^+^Sca1^+^CD25^+^GATA3^+^ ILC2s in the lung of Control/CD45.1 and *Tgfbr2*^−*/*−^/CD45.1 BM chimeras reconstituted for 6 weeks. **d** Summary of the frequency and total numbers of CD45.2^+^ ILC2s in the lung of Control/CD45.1 and *Tgfbr2*^−*/−*^/CD45.1 BM chimeras (*n* = 3–4 mice per group). **e** Representative FACS plots of ILC2s and ILC3s in CD45.2^+^Lin^−^CD127^+^ cells in the LP of *Tgfbr2*^f/f^ER-Cre^+^/45.1 BM chimeras post-treated with tamoxifen or oil. **f** Summary of the frequency and total number of CD45.2^+^ ILC2s in the LP of of *Tgfbr2*^f/f^ER-Cre^+^/45.1 BM chimeras post-treated with tamoxifen or oil (*n* = 3*-*4 mice per group). **g** Intracellular staining of IL-5 and IL-22 among CD45.2^+^Lin^−^CD127^+^ cells in the LP of *Tgfbr2*^f/f^ER-Cre^+^/45.1 BM chimeras post-treated with tamoxifen or oil. **h** Summary of the frequency and total numbers of IL-5-producing CD45.2^+^ ILC2s in the LP of *Tgfbr2*^f/f^ER-Cre^+^/45.1 BM chimeras post-treated with tamoxifen or oil (*n* = 3–4 mice per group). **i** Representative FACS plots of GATA3^+^ ILC2s and RORγt^+^ ILC3s among CD45^+^Lin^−^CD127^+^ cells in the LP of *Tgfbr2*^f/f^ER-Cre^+^ ILC progenitor/CD45.1 BM chimeras post-treated with tamoxifen or oil. **j** Summary of the frequency and absolute number of CD45.2^+^ ILC2s in the LP of *Tgfbr2*^f/f^ER-Cre^+^ ILC progenitor/CD45.1 BM chimeras post-treated with tamoxifen or oil (*n* = 3–4 mice per group). Numbers indicate percentages of cells in the indicated gates. All data are representative of at least two independent experiments. Data are shown as mean ± SD; significance was determined by Student’s *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001, ns, no significance).

To rule out the possibility that the defect of ILC2s in the chimeras mentioned above was due to initial difference in the number of BM ILC2 progenitors caused by tamoxifen treatment, we injected CD45.2^+^ *Tgfbr2*^f/f^ER-Cre^+^ BM cells together with normal CD45.1 BM cells at equal ratios into lethally irradiated CD45.1 mice, and immediately treated these chimeras with tamoxifen or oil for five consecutive days. Six weeks later, mice were harvested and analysis of the ILC subsets revealed significantly reduced frequency and total number of CD45.2^+^ ILC2s and an increase of ILC3s, in the LP of tamoxifen-treated chimeras compared to those in oil-treated chimeras (Figs. 1e, f). IL-5 and IL-22 are signature cytokines of ILC2s and ILC3s, respectively^30^. We found that both the frequency and total number of IL-5^+^ ILC2s in the LP were significantly decreased in tamoxifen-treated chimeras, whereas IL-22^+^ ILC3s displayed an increased frequency but not total number in tamoxifen-treated chimeras (Fig. 1g, h and Supplementary Fig. 4a).

To further validate that TGF-β signaling in ILC precursors plays controlling role in the development of ILCs without bystander effects from other hematopoietic precursors, and to achieve more ILC-restricted TβR2 deletion at a primitive stage, CD45.2^+^Lin^−^CD127^+^Flt3^−^α_4_β_7_^+^ cells (containing ILC-committed progenitors with restricted lineage potential for all ILCs^31^) sorted from the BM of *Tgfbr2*^f/f^ER-Cre^+^ mice were adoptively transferred into lethally irradiated CD45.1^+^ hosts along with sufficient CD45.1^+^ normal BM cells. The chimeric mice were then treated with tamoxifen or oil for 5 days. ILCs in the LP were then analyzed 6 weeks later. We found that tamoxifen-treated *Tgfbr2*^f/f^ER-Cre^+^ ILCPs gave rise to hardly detectable ILC2s in the LP of the mixed BM chimeras (Fig. 1i, j). Collectively, these data provide compelling evidence that TGF-β signaling was intrinsically required for the development of ILC2s, but not for ILC1/NKs nor ILC3s. Thus, we focused on the cellular and molecular mechanism of TGF-β signaling in the development of ILC2s.

### *Tgfbr2* deletion decreases ILC2p in BM

ILC2s are developed from an ILC2 lineage-committed precursors (ILC2p) in the BM^32^. ILC2p are developed from CHILP. We next studied whether the inefficient generation of ILC2s in the absence of TGF-β signaling was due to a defective ILC2p in the BM. For this, we analyzed the CHILP and ILC2p cells in the *Tgfbr2*^−/−^/45.1 BM chimeras (gating strategy for ILC2p and CHILP is shown in Supplementary Fig. 3c, e). We found that deficiency of TβR2 did not significantly alter the frequencies of α4β7^+^Flt3^−^ progenitor cells and α4β7^+^Flt3^−^CD25^−^ (mainly CHILP) progenitor cells among CD45.2^+^Lin^−^CD127^+^ cells in the BM (Supplementary Fig. 4d). However, there was a significant reduction of CD45.2^+^ ILC2p cells (CD45.2^+^Lin^−^CD127^+^Flt3^−^CD25^+^CD117^−^ Sca1^+^GATA3^+^) derived from *Tgfbr2*^−/−^ BM in the *Tgfbr2*^−/−^/CD45.1 chimeras compared to ILC2p cells from Control BM in the Control/CD45.1 chimeras (Fig. 2a, b), although without difference in the expression of GATA3 in the remaining *Tgfbr2*^−/−^ ILC2p cells (Supplementary Fig. 4e). Consistently, ILC2p cells were also significantly reduced in the BM from tamoxifen-treated mixed BM chimeras created with purified *Tgfbr2*^f/f^ER-Cre^+^ ILCPs/45.1 BM cells (Fig. 2c). We did not observe significant difference in ILC2p proliferation between control and *Tgfbr2*^−/−^ BM chimeras (Supplementary Fig. 4e). Thus, deficiency of TGF-β signaling prevents generation of ILC2p cells in the BM. We hypothetized that the differentiation of ILC2p from CHILP be hampered by deficiency of TGF-β signaling.

**Fig. 2:**
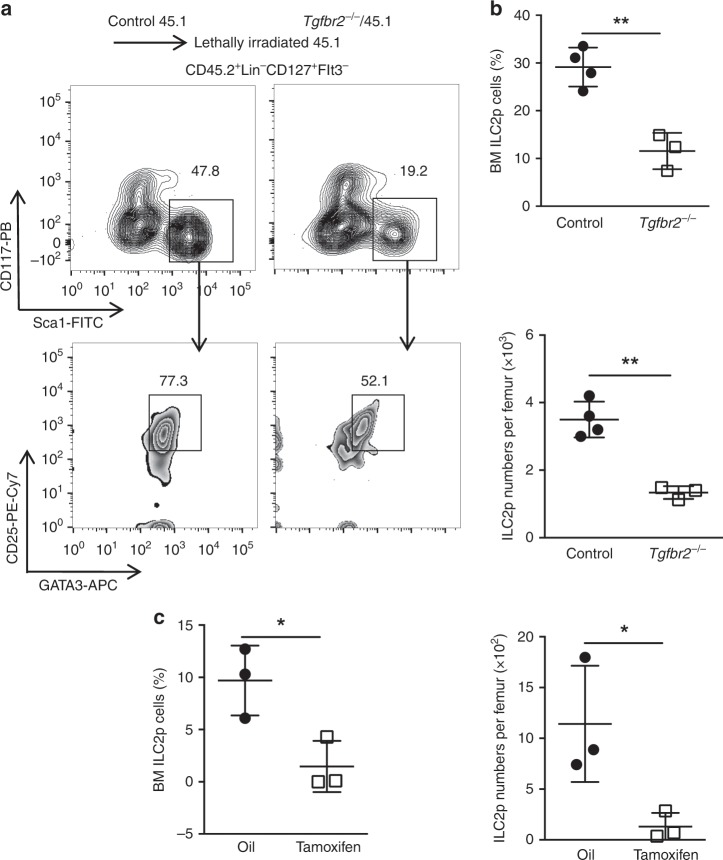
TβR2 deletion decreases ILC2 lineage-committed precursor (ILC2p) in the bone marrow. **a** Representative FACS plots of CD117^−^Sca1^+^CD25^+^GATA3^+^ ILC2p gating on CD45.2^+^Lin^−^CD127^+^Flt3^−^ cells in the BM of Control/CD45.1 and *Tgfbr2*^*−/−*^/CD45.1 BM chimeras. **b** Summary of the frequency and total numbers of ILC2p cells in the BM of Control/CD45.1 and *Tgfbr2*^−*/−*^/CD45.1 BM chimeras (*n* = 3–4 mice per group). **c** Summary of the frequency and total numbers of ILC2p cells in the BM of *Tgfbr2*^f/f^ER-Cre^+^ ILC progenitor/CD45.1 BM chimeras post-treated with tamoxifen or oil (*n* = 3–4 mice per group). Numbers indicate percentages of cells in the indicated gates. All data are representative of two independent experiments. Data are shown as mean ± SD; *p < 0.05, **p < 0.01 (Student’s *t*-test).

### *Smad3* deficiency fails to affect the generation of ILC2s

Next, we studied whether the Smad-mediated canonical pathway is involved in TGF-β controlled development of ILC2s. We focused on the role of Smad3, as it is one of the most important TGF-β downstream receptor-responsive Smads (R-Smads)^33^. We generated mixed *Smad3*^*−/−*^/45.1 or control/45.1 BM chimeras in which CD45.2^+^ BM cells from Smad3^−/−^ or littermate control mice were injected into lethally irradiated CD45.1^+^ hosts together with the same number of wild-type (WT) CD45.1^+^ BM cells. Unexpectedly, *Smad3*^*−/−*^/45.1 chimeras displayed comparable frequencies and total number of mature ILC2s in the LP and ILC2p cells in the BM compared to control/45.1 chimeras (Supplementary Fig. 5a, b), indicating that TGF-β programs development of ILC2s through Smad3-independent pathway.

### RNA-seq analysis of *Tgfbr2*^−/−^ ILC2 and ILC2p cells

The inability of Smad3 deletion to affect ILC2 development encouraged us to study the molecular mechanisms underlying the defect of ILC2s in the absence of TGF-β signaling. We first performed RNA sequencing (RNA-seq) analysis to compare the global transcriptome between freshly isolated *Tgfbr2*^−/−^ ILC2s from tamoxifen-treated *Tgfbr2*^f/f^ER-Cre^+^ mice and WT ILC2s from oil-treated *Tgfbr2*^f/f^ER-Cre^+^ mice (Fig. 3a, b). 

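ILC2s are innate lymphoid cells that lack antigen receptors and secrete type 2 cytokines such as IL-5. In *Tgfbr2*f/fER-Cre+ mice, tamoxifen activates the Cre recombinase, which deletes the floxed part of *Tgfbr2*, the gene of the TGF-β receptor chain TβR2. Tamoxifen was given at 1 mg per day for 5 days, and LP ILC2s were sorted 1 day after the last treatment. RNA-seq was done in 2 experiments, with 2 WT and 2 Tgfbr2-/- libraries in experiment 1 and 2 WT libraries and 1 Tgfbr2-/- library in experiment 2. The authors mapped the reads to mm9 with TopHat, which kept reads with several hits, and deposited for each library the number of reads on each RefSeq gene beside its RPKM. Total counts on genes ranged from 12997489 to 22350339 in the 4 WT libraries (median 18403655) and from 12167066 to 32114265 in the 3 Tgfbr2-/- libraries (median 29340187). The counts were analyzed here with edgeR's quasi-likelihood test after TMM scaling, with the experiment as a covariate, and levels are given as CPM (counts relative to the library's total) on that scale. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.1 and its fold change over 1.5, the thresholds in the paper's methods.

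The methods state that edgeR was run on 2 replicates in each condition, and the paper's text does not name them. The panels of Fig. 3 identify 4 libraries. The positions of 16 genes labelled in Fig. 3a differed by a root mean square of 0.1 log2 RPKM from WT replicate 1 of experiment 2 and by 0.05 from Tgfbr2-/- replicate 1 of experiment 1, and the next nearest libraries differed by 1.14 and 0.72. The colour difference between the WT columns of Fig. 3b followed replicates 1 and 2 of experiment 2 across 29 genes (r = 1.0, next pair 0.38), and that between the Tgfbr2-/- columns followed replicates 1 and 2 of experiment 1 across 25 genes (r = 1.0, next pair 0.37). These correlations are across genes, which are not independent replicates. The 3 libraries not matched to Fig. 3 are both WT libraries of experiment 1 and the Tgfbr2-/- library of experiment 2. The paper's text gives no reason for leaving them out, and its methods state that statistical analysis left out no data. In the 4 libraries of Fig. 3 every WT library is of experiment 2 and every Tgfbr2-/- library of experiment 1, so the genotype and the experiment cannot be told apart in them. Values are therefore given first over these 4 libraries, without a covariate, and then over all 7.

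*Tgfbr2* itself lies on chromosome 9 of NCBIM37 (mm9), from 115993415 to 116084383 on the minus strand. It was at 154 and 214 CPM in the WT libraries and 215 and 191 CPM in the Tgfbr2-/- libraries of Fig. 3, a log2 fold change of 0.12 (standard error 0.25, adjusted p = 0.894 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the other 3 libraries it was at 190 and 278 CPM in WT and 101 CPM in Tgfbr2-/- ILC2s, and over all 7 libraries the log2 fold change was -0.46 (standard error 0.24, adjusted p = 0.898 from the same edgeR test). The level of *Tgfbr2* does not separate the genotypes in experiment 1, so each library is named here by its label. Reads were counted over the whole gene, so this level does not show whether the floxed part was deleted.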

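Over the 4 libraries of Fig. 3, 12073 genes were tested and 1 was called, *Agr2*, which was lower in Tgfbr2-/- ILC2s (adjusted p = 0.0383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Agr2* is named because it was the only call, after its values were seen. It was at 132 and 91.9 CPM in the WT libraries, had 0 and 1 counts in the Tgfbr2-/- libraries, and was at 76.1 CPM in the Tgfbr2-/- library of experiment 2. Of the genes tested, 1576 had an unadjusted p-value under 0.05. Over all 7 libraries, 11981 genes were tested, 0 were called, and 557 (4.6%) had an unadjusted p-value under 0.05. The alternative set beforehand that moved this number most was DESeq2, which called 326 genes over the 7 libraries, 260 higher and 66 lower. With edgeR's exact test, chosen after seeing the data, the 4 libraries gave 568 genes, 306 higher and 262 lower in Tgfbr2-/- ILC2s. Each of the 18 choices of 2 WT and 2 Tgfbr2-/- libraries was tried. The other choices gave 0 calls each with the quasi-likelihood test and between 0 and 528 with the exact test. The genes called by the exact test changed by a median of 1.72 log2 in the direction of the call in the 4 libraries. This median was 0.63 within experiment 1 and 0.51 within experiment 2. The values within experiments reuse libraries that selected these genes, so they lean that way even without an effect of the genotype. In the 3 libraries not used in Fig. 3, where the experiments are the other way around, 455 of the 568 genes (80.1%) differed in the direction of the experiment and 113 in that of the genotype, and 59.8% of all 12073 genes followed the experiment there.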

We found that hundreds of genes were changed in *Tgfbr2*^−/−^ ILC2s compared to WT ILC2s (FDR < 0.1 and fold-change > 1.5). Some ILC2-associated genes including *Gata3, Il1rl1* (ST2), *Il-5, Atxn1* (Sca1), and *Ccr4*^34^ were decreased in *Tgfbr2*^−/−^ ILC2s, according to RNA-seq analysis (Fig. 3a). In contrast, ILC3-associated genes such as *Rorc, Il22, Upp1*, and *Ccl5*^34^ were increased in *Tgfbr2*^−/−^ ILC2s (Fig. 3a). Similarly, signature genes *such as Zbtb16 (PLZF), Ncr1, Il2rb, Ctla4*, and *Klrb1b* for ILC1/NKs^34^ were also upregulated in *Tgfbr2*^−/−^ ILC2s (Fig. 3a), although there were no significant changes in ILC1/NKs and ILC3s in these knockout mice (Supplementary Fig. 4a, b, c).

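*Il1rl1* is a protein-coding gene on chromosome 1 of NCBIM37, from 40486415 to 40522260 on the plus strand. In the libraries of Fig. 3 it was at 224 and 208 CPM in WT and 53.2 and 58.1 CPM in Tgfbr2-/- ILC2s, a log2 fold change of -1.98 (standard error 0.23, adjusted p = 0.268 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries not used there it was at 78.95 and 172 CPM in WT and 59.8 CPM in Tgfbr2-/- ILC2s. Over all 7 it was at 171 ± 65.0 CPM (SD, n = 4) in WT and 57.0 ± 3.41 CPM (SD, n = 3) in Tgfbr2-/- ILC2s, a log2 fold change of -1.44 (standard error 0.32, adjusted p = 0.877 from the same edgeR test). Every Tgfbr2-/- library was lower than every WT library of its experiment (exact permutation of the genotype within experiments, two-sided, p = 0.0556, the smallest that 18 arrangements allow). The log2 fold change stayed between -1.74 and -1.16 when each library was left out in turn. DESeq2 moved its adjusted p-value most, to 0.00461, within a range of 0.00461 to 1.0 over the alternatives set beforehand.

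*Il5*, on chromosome 11 from 53534296 to 53538608 on the plus strand, was at 139 and 227 CPM in WT and 43.2 and 65.6 CPM in Tgfbr2-/- libraries of Fig. 3, with 103, 131 and 68.8 CPM in the WT and Tgfbr2-/- libraries not used. Its log2 fold change was -1.77 (standard error 0.36) in the former and -1.23 (standard error 0.27) over all 7, and DESeq2 also called it. The exact test on the 4 libraries, chosen after seeing the data, called *Il1rl1*, *Il5* and *Atxn1*. *Ccr4* had log2 fold changes of -0.99 (standard error 0.38) and -0.93 (standard error 0.29), with 112 and 205 CPM in WT and 64.4 and 96.5 CPM in Tgfbr2-/- libraries of Fig. 3 and 170 and 117 CPM in WT and 75.9 CPM in Tgfbr2-/- libraries not used. *Gata3*, on chromosome 2 from 9778705 to 9811661 on the minus strand, was at 4458 and 4862 CPM in WT and 2372 and 3077 CPM in Tgfbr2-/- libraries of Fig. 3, a log2 fold change of -0.79 (standard error 0.20). It was at 3312 and 3800 CPM in WT and 4430 CPM in Tgfbr2-/- libraries not used, and over all 7 its log2 fold change was -0.26 (standard error 0.15). Its Tgfbr2-/- libraries were still lower than the WT libraries of the same experiment. *Atxn1* was at 105 and 113 CPM in WT and 62.0 and 42.3 CPM in Tgfbr2-/- libraries of Fig. 3 (log2 fold change -1.08, standard error 0.29) and at 60.5 and 97.9 CPM in WT and 73.5 CPM in Tgfbr2-/- libraries not used (-0.59 over all 7, standard error 0.27), where the genotypes overlapped within experiment 1. Sca1 is listed as a synonym of both *Atxn1* and *Ly6a*, and *Ly6a* had a log2 fold change of 0.15 (standard error 0.18). For these 4 genes the adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ran from 0.272 to 0.359 in the libraries of Fig. 3 and from 0.877 to 0.898 over all 7.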

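*Il22*, on chromosome 10 of NCBIM37 from 117641998 to 117647098 on the plus strand, was at 12.8 and 1.73 CPM in WT and 164 and 212 CPM in Tgfbr2-/- libraries of Fig. 3, a log2 fold change of 4.66 (standard error 0.91, adjusted p = 0.272 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 432 and 166 CPM in WT and 109 CPM in Tgfbr2-/- libraries not used there. With all 7 libraries its log2 fold change was 1.33 (standard error 1.11, adjusted p = 0.898 from the same edgeR test), and within experiment 1 it was lower in Tgfbr2-/- ILC2s, by a log2 fold change of -0.63. *Upp1* had a log2 fold change of 3.00 (standard error 0.49) in the libraries of Fig. 3 and 1.25 (standard error 0.66) over all 7, with 54.6 and 9.74 CPM in WT and 27.2 CPM in Tgfbr2-/- libraries not used. *Ccl5* had 2.53 (standard error 0.51) and 1.33 (standard error 0.51), with 48.8 and 17.2 CPM in WT and 41.1 CPM in Tgfbr2-/- libraries not used. For each of the 3 genes, WT replicate 1 of experiment 1 was above at least 1 Tgfbr2-/- library of that experiment, and the single Tgfbr2-/- library of experiment 2 was above both of its WT libraries. The exact test on the libraries of Fig. 3, chosen after seeing the data, called all 3 genes.

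**Figure D1:**
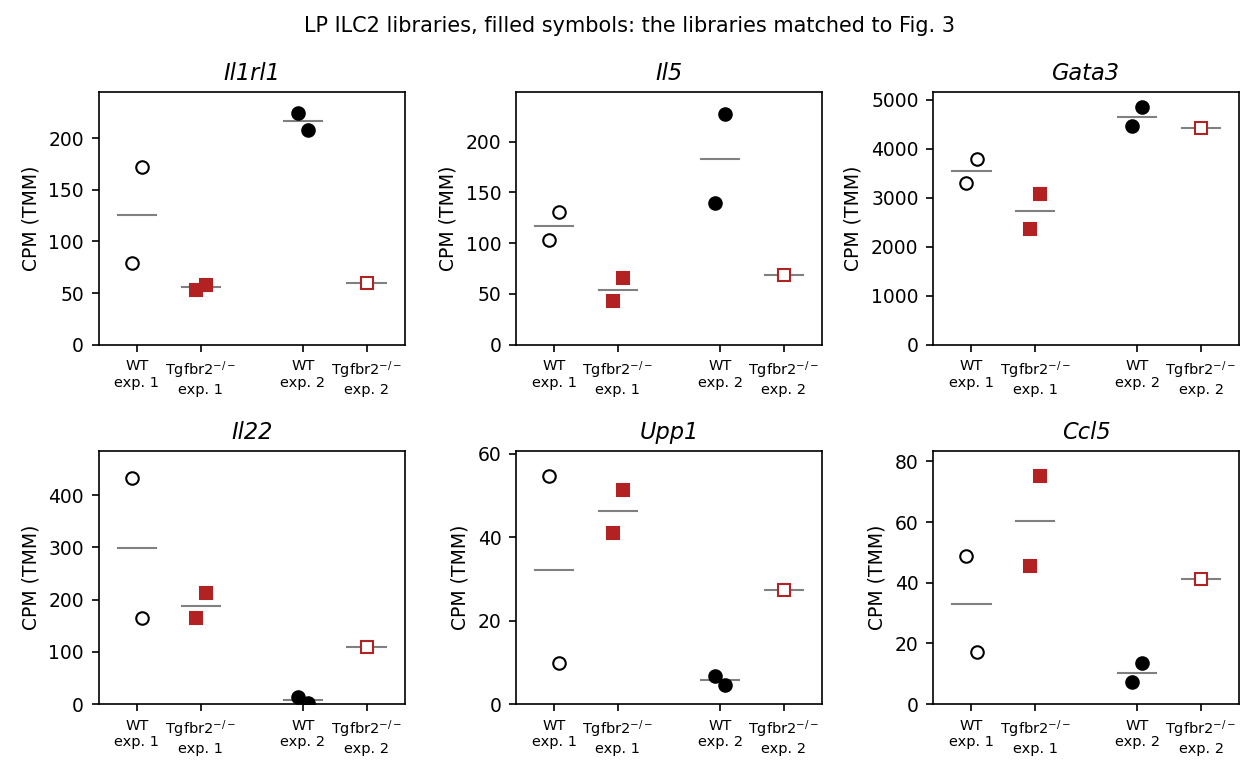
Level of *Il1rl1*, *Il5*, *Gata3*, *Il22*, *Upp1* and *Ccl5* in each LP ILC2 library, in CPM after TMM scaling, by genotype and experiment (circles, WT; squares, Tgfbr2-/-; filled, libraries of Fig. 3; open, libraries not used there; lines, group means). *Il1rl1* and *Il5* are lower in Tgfbr2-/- libraries in both experiments, and *Il22* and *Upp1* reach their highest values, 432 and 54.6 CPM, in a WT library of experiment 1.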

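In the libraries of Fig. 3, *Zbtb16* had a log2 fold change of 3.17 (standard error 0.88), *Ncr1* of 2.54 (standard error 0.67), *Il2rb* of 1.65 (standard error 0.32), *Ctla4* of 2.07 (standard error 0.73) and *Klrb1b* of 1.07 (standard error 0.32). With all 7 libraries these were 1.88 (standard error 1.06), 1.47 (standard error 0.55), 0.46 (standard error 0.22), 1.19 (standard error 0.60) and 1.01 (standard error 0.23). In the libraries not used in Fig. 3, *Zbtb16* was at 0.4662 and 14.9 CPM in WT and 12.2 CPM in Tgfbr2-/- ILC2s, *Ncr1* at 38.1 and 14.0 against 33.6 CPM, *Il2rb* at 814 and 716 against 479 CPM, *Ctla4* at 11.4 and 16.5 against 17.7 CPM and *Klrb1b* at 94.0 and 122 against 208 CPM. *Ncr1*, *Ctla4* and *Klrb1b* were higher in every Tgfbr2-/- library than in every WT library of its experiment. *Zbtb16* and *Il2rb* were not, and both overlapped within experiment 1. The exact permutation of the genotype within experiments (two-sided) gave *Klrb1b* p = 0.0556 over the 7 libraries, the smallest possible. Its reads can be shared with near-identical members of its gene family, so its values are uncertain. *Klrb1b* was called over all 7 libraries by DESeq2 and by edgeR's likelihood ratio test, and *Zbtb16*, *Ncr1* and *Il2rb* were called over the 4 libraries of Fig. 3 by the exact test, both edgeR tests being chosen after seeing the data. The paper reasons from the lower ILC2-associated genes and the higher ILC3- and ILC1/NK-associated genes, and its title for Fig. 3 states that TGF-β signaling sustains the genes of the ILC2 program.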

**Fig. 3:**
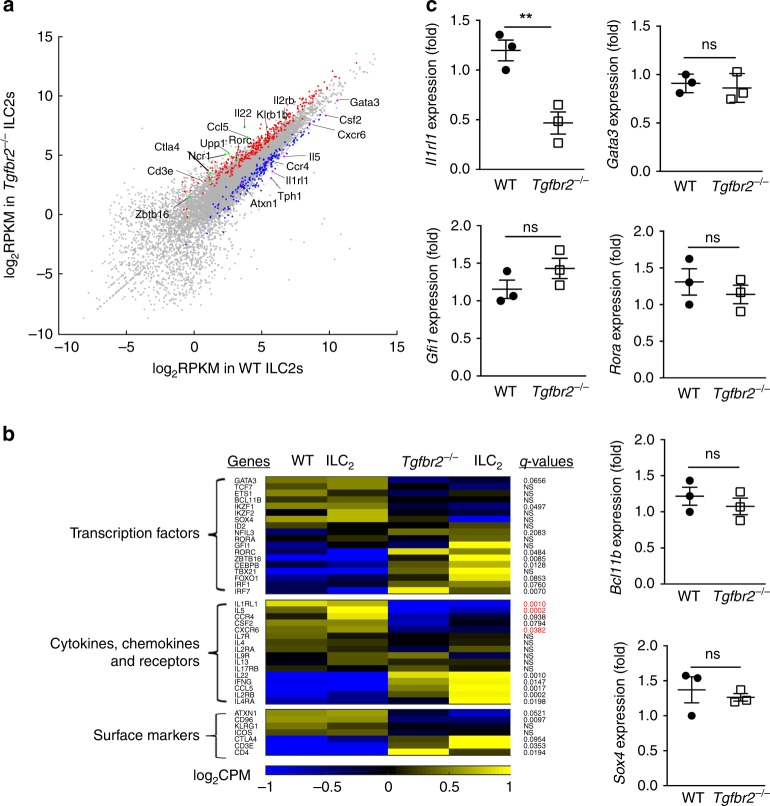
TGF-β signaling sustains expression of genes critical for the ILC2 program. **a** RNA-seq analysis of sorted ILC2 (CD45.2^+^Lin^−^Sca1^+^CD25^+^KLRG1^+^) in the LP of tamoxifen- (*Tgfbr2*^−/−^) or oil-treated (Control) *Tgfbr2*^f/f^ER-Cre^+^ mice. Data are shown as a scatter plot of log2 of FPKM (fragments per kilo base of transcript per million mapped reads) from *Tgfbr2*^−/−^ and WT ILC2s. Blue dots represent downregulated genes, and red dots represent upregulated genes in *Tgfbr2*^*−*^^/−^ ILC2s. Genes of interest are indicated and marked in purple (downregulated) and green (upregulated). **b** Heat map of the expression of select genes (left margin) in WT and *Tgfbr2*^−/−^ ILC2s, grouped according to the function of their products (left margin). NS, not significant (*q* value, ≥ 0.2) (Student’s *t*-test, Benjamini and Hochberg correction for multiple tests). **c** Quantitative RT-PCR analysis of the indicated genes mRNAs expressed in the purified *Tgfbr2*^−/−^ and WT ILC2s in LP. Data shown are combined data of three independent experiments and are presented as mean ± SEM (**p < 0.01, ns, no significance).

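Of the other genes of Fig. 3b, *Csf2* and *Cxcr6* were lower in every Tgfbr2-/- library than in every WT library of its experiment, with log2 fold changes of -0.87 and -0.87 over the 4 libraries of the panel and -0.73 and -0.48 over all 7. In the libraries not shown in the panel, *Csf2* was at 988 and 725 CPM in WT and 612 CPM in Tgfbr2-/- ILC2s. *Irf1*, *Cd4*, *Il9r*, *Il13*, *Il4* and *Il2ra* changed direction between both sets of libraries. The log2 fold change of *Irf1* was 0.86 in the former and -0.29 in the latter, that of *Cd4* 2.55 and -0.15, that of *Il9r* 0.03 and -0.82, that of *Il13* 0.12 and -0.80, that of *Il4* -0.11 and 0.01 and that of *Il2ra* -0.07 and 0.09. *Il9r* and *Il13* were nevertheless lower in every Tgfbr2-/- library than in every WT library of its experiment. *Ifng* fell from a log2 fold change of 2.19 to 0.21 and *Cd3e* from 2.53 to 0.20 when all 7 libraries were used. WT replicate 1 of experiment 1, which the panel does not show, had 84.5 CPM of *Ifng*, 15.4 CPM of *Cd3e* and 95.5 CPM of *Cd4*. Adjusted over 44 genes named for ILC2s alone, 27 had an adjusted p-value under 0.1 from edgeR's quasi-likelihood test over the libraries of Fig. 3, in which the paper found many of these genes changed, 8 over all 7 libraries and 0 in experiment 1 alone, against 0 in each case when adjusted over all genes tested.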

However, previously reported ILC2-related transcription factors including *Gfi1*^35^, *Rora*^36^*, Bcl11b*^37^*, Ets1*^38^, and *Tcf7*^39^ did not show significant difference in gene expression in *Tgfbr2*^−/−^ ILC2s compared with WT ILC2s. 

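In the libraries of Fig. 3, the log2 fold changes of these 5 genes ran from -0.58 for *Tcf7* (standard error 0.28) to 0.91 for *Gfi1* (standard error 0.58), and their adjusted p-values from 0.471 to 0.86 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across the 7 libraries they ran from -0.30 for *Tcf7* (standard error 0.31) to 0.69 for *Gfi1* (standard error 0.82), with adjusted p-values from 0.92 to 0.996 from the same edgeR test. In the libraries not used in Fig. 3, *Gfi1* was at 3.78 and 44.6 CPM in WT and 26.9 CPM in Tgfbr2-/- ILC2s, *Rora* at 2005 and 1684 against 1641 CPM, *Bcl11b* at 227 and 74.8 against 142 CPM, *Ets1* at 1311 and 1156 against 1422 CPM and *Tcf7* at 53.2 and 111 against 77.0 CPM. *Rora* changed sign between the sets, from 0.16 to -0.01. *Gfi1* ranged from 3.78 to 79.5 CPM over the 7 libraries.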

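*Sox4* encodes a transcription factor of the SOX family. Its level in the libraries of Fig. 3 was 8.198 and 9.10 CPM in WT and 6.17 and 0.128 CPM in Tgfbr2-/- ILC2s, a log2 fold change of -1.48 (standard error 1.68, adjusted p = 0.78 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries not used there it was at 0.104 and 29.3 CPM in WT and 7.34 CPM in Tgfbr2-/- ILC2s. Over all 7 libraries the log2 fold change was -1.38 (standard error 1.67, adjusted p = 0.932 from the same edgeR test), and it became 2.12 without WT replicate 2 of experiment 1. The spread between libraries of 1 genotype was larger than the difference between the genotypes.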

*Sox4*, a downstream target of TGF-β that inhibits GATA-3-induced ILC2s^24^, did not show any changes in *Tgfbr2*^−/−^ ILC2s. *Id2*^40^ and *Nfil3*^41^, which are critical for all ILC subset development, remained unchanged in *Tgfbr2*^−/−^ ILC2s. 

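*Id2* had a log2 fold change of 0.09 (standard error 0.22, adjusted p = 0.907 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the libraries of Fig. 3 and of -0.45 (standard error 0.15, adjusted p = 0.898 from the same edgeR test) over all 7. It was at 2206 and 2188 CPM in WT and 1127 CPM in Tgfbr2-/- libraries not used in Fig. 3, and within each experiment it was lower in every Tgfbr2-/- library than in every WT library (exact permutation of the genotype within experiments, two-sided, p = 0.111). *Nfil3* changed direction in the same way, from 0.72 (standard error 0.26, adjusted p = 0.339 from edgeR's quasi-likelihood test) to -0.20 (standard error 0.22, adjusted p = 0.923 from edgeR's quasi-likelihood test). It was at 294 and 388 CPM in WT and 144 CPM in Tgfbr2-/- libraries not used in Fig. 3. Neither gene was called over either set of libraries.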

On the contrary, *Zbtb16*, *Tbx21*, and *Rorc*, which are key transcription factors for the specification of ILC1/NK and ILC3 cells, respectively, were upregulated in *Tgfbr2*^−/−^ ILC2s (Fig. 3b). However, despite the changes observed in RNA-seq analysis, validation of ILC2-related genes by quantitative RT-PCR revealed that only *ll1rl1* was significantly decreased in *Tgfbr2*^−/−^ ILC2s (Fig. 3c).

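*Tbx21* was at 14.3 and 0 CPM in WT and 46.2 and 95.3 CPM in Tgfbr2-/- libraries of Fig. 3, a log2 fold change of 3.27 (standard error 1.68, adjusted p = 0.497 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 2.23 and 45.0 CPM in WT and 18.04 CPM in Tgfbr2-/- libraries not used there, and over all 7 its log2 fold change was 1.48 (standard error 1.35, adjusted p = 0.908 from the same edgeR test). Each Tgfbr2-/- library was above the WT libraries of its experiment, in experiment 1 by 46.2 against 45.0 CPM at the nearest. Over all 7 libraries, the exact permutation of the genotype within experiments (two-sided) gave p = 0.111 for *Zbtb16* and p = 0.222 for *Tbx21*.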

To provide direct evidence that TGF-β signaling is crucial for ILC2 development, we next studied the global transcriptome of BM ILC2p. 

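ILC2p are the committed precursors of ILC2s in the BM. They were sorted from chimeric mice that had received CD45.2+ BM cells of tamoxifen-treated (1 mg per day for 5 days) or oil-treated *Tgfbr2*f/fER-Cre+ mice together with CD45.1+ BM cells, 6 weeks after the transfer. The RNA-seq data are 8 libraries from 2 experiments, each with 2 WT and 2 Tgfbr2-/- libraries. They were made and counted by the authors as for LP ILC2s. Total counts on genes ranged from 12276824 to 35961215 in WT (median 24959424) and from 10957021 to 31993992 in Tgfbr2-/- libraries (median 18070550). The methods give 2 replicates in each condition and the paper's text does not name them; Supplementary Fig. 6 was not used here, and all 8 libraries were analyzed with the same test, the experiment as a covariate. Of the genes with a median of at least 50 CPM in the other ILC2p libraries, between 1.64% and 13.71% were under 1 CPM in a given library (median 6.12%), against 0.03% at most in a library of LP ILC2s.

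*Tgfbr2* was at 0.694 CPM in WT replicate 1 of experiment 1, from 8 counts, and between 103 and 223 CPM in the other WT libraries. It was at 84.2, 129, 28.6 and 196 CPM in Tgfbr2-/- libraries, a log2 fold change of -0.21 (standard error 1.21, adjusted p = 0.989 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level does not separate the genotypes, and directions below are those of the libraries labelled Tgfbr2-/- against the libraries labelled WT. As in ILC2s, counts over the whole gene do not show whether the floxed part was deleted. Of 9242 genes tested, 321 were called, 241 higher and 80 lower in Tgfbr2-/- ILC2p. DESeq2 moved this number most, to 1229, with a more even balance of 676 higher and 553 lower.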

Strikingly, RNA-seq analysis of ILC2p cells consistently revealed significant downregulation of *Il1rl1* in *Tgfbr2*^−/−^ ILC2p cells (Supplementary Fig. 6a, b). This finding was also confirmed by quantitative RT-PCR analysis (Supplementary Fig. 6c). 

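*Il1rl1* was at 916, 1046, 1009 and 1171 CPM in the libraries labelled WT and 239, 218, 328 and 291 CPM in those labelled Tgfbr2-/-, or 1036 ± 106 CPM (SD, n = 4) against 269 ± 50.0 CPM (SD, n = 4). Its log2 fold change was -1.96 (standard error 0.22, adjusted p = 0.00156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every Tgfbr2-/- library was lower than every WT library of its experiment (exact permutation of the genotype within experiments, two-sided, p = 0.0556, the smallest that 36 arrangements allow). The log2 fold change was -2.14 in experiment 1 and -1.81 in experiment 2, and stayed between -2.03 and -1.88 when each library was left out in turn. The adjusted p-value moved most in experiment 1 alone, to 0.236, within a range of 1.81e-07 to 0.236 over the alternatives set beforehand. Relative to the median of 8 other genes of ILC2p (*Gata3*, *Ets1*, *Bcl11b*, *Rora*, *Tcf7*, *Id2*, *Il7r* and *Il2ra*, chosen after seeing the data), *Il1rl1* fell by 0.95 on the log2 scale, and relative to *Gata3* alone it fell by 0.53 with the genotypes overlapping.

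**Figure D2:**
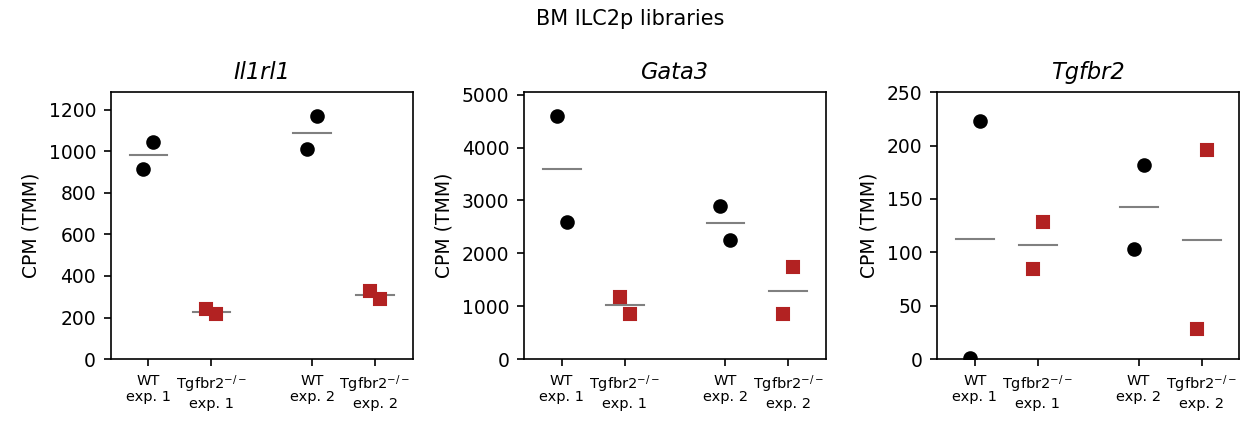
Level of *Il1rl1*, *Gata3* and *Tgfbr2* in each BM ILC2p library, in CPM after TMM scaling, by genotype and experiment (circles, WT; squares, Tgfbr2-/-; lines, group means). *Il1rl1* lies between 916 and 1171 CPM in WT and between 218 and 328 CPM in Tgfbr2-/- libraries, and *Tgfbr2* is nearly absent from WT replicate 1 of experiment 1.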

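In ILC2p, *Il1r2*, *Gda*, *Capg*, *Mmp9*, *Mmp8*, *Cxcr2* and *Itgam* were higher in every Tgfbr2-/- library than in every WT library of its experiment (exact permutation of the genotype within experiments, two-sided, p = 0.0556 for each, the smallest possible). *Mmp8*, on chromosome 9 of NCBIM37 from 7558429 to 7568486 on the plus strand, was at 8.48 ± 6.40 CPM (SD, n = 4) in WT and 1985 ± 571 CPM (SD, n = 4) in Tgfbr2-/- ILC2p, a log2 fold change of 8.23 (standard error 0.49, adjusted p = 3.21e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mmp9*, on chromosome 2 from 164766280 to 164781350 on the plus strand, was at 4.46 ± 2.17 CPM (SD, n = 4) and 1492 ± 391 CPM (SD, n = 4), a log2 fold change of 8.45 (standard error 0.46, adjusted p = 1.72e-05 from the same edgeR test). *Il1r2*, *Gda*, *Cxcr2* and *Itgam* were also called, with log2 fold changes from 7.50 for *Cxcr2* to 8.49 for *Il1r2* and adjusted p-values from 5.79e-05 to 0.00241 (edgeR's quasi-likelihood test). *Capg* was between 6.92 and 79.6 CPM in WT and between 149 and 444 CPM in Tgfbr2-/- libraries, a log2 fold change of 2.52 (standard error 0.77, adjusted p = 0.203 from edgeR's quasi-likelihood test), and was not called by this test. DESeq2, limma on log2(RPKM + 1) and edgeR without the filter on low counts each called it, as did edgeR's likelihood ratio test, chosen after seeing the data. A list of 15 neutrophil genes that leaves out these 7 was higher by 7.96 on the log2 scale in the same libraries and made up between 7.65% and 9.01% of the counts of each Tgfbr2-/- library.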

Consistent with the gene profile in ILC2, some ILC3-associated genes including *Il1r2, Gda*, *Capg*^34^, and ILC1/NK-unique genes such as *Sell*, *Mmp9*, *Mmp8*, *Cxcr2*, and *Itgam*^34^ were also upregulated in *Tgfbr2*^−/−^ ILC2p cells (Supplementary Fig. 6a). Other ILC2-related transcription genes such as *Gata3, Ets1, Bcl11b, Rora*, and *Tcf7* remained unchanged in *Tgfbr2*^−/−^ ILC2p cells (Supplementary Fig. 6b). 

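*Gata3* was at 3082 ± 1046 CPM (SD, n = 4) in WT and 1154 ± 416 CPM (SD, n = 4) in Tgfbr2-/- ILC2p, a log2 fold change of -1.41 (standard error 0.31, adjusted p = 0.0603 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called. Its Tgfbr2-/- libraries were all lower than the WT libraries of the same experiment. *Gata3* was no longer called in either experiment alone, nor in 6 of the 8 fits that each left out 1 library. With all 8 libraries it was called under each other scaling, filter, model and test. Its adjusted p-values from edgeR's quasi-likelihood test reached from 1.75e-06 without the filter on low counts to 0.0892 with a block for same-numbered replicates. The same order of libraries held for *Ets1*, at 629 ± 80.4 CPM (SD, n = 4) and 347 ± 148 CPM (SD, n = 4), a log2 fold change of -0.85 (standard error 0.36, adjusted p = 0.471 from edgeR's quasi-likelihood test). *Rora* had a log2 fold change of -1.06 (standard error 0.51, adjusted p = 0.594 from edgeR's quasi-likelihood test), and its genotypes overlapped within experiment 1. For *Bcl11b* and *Tcf7* the libraries of each genotype spread too widely for a difference to be detectable. *Bcl11b* ranged from 2.17 to 362 CPM and had a log2 fold change of -0.27 (standard error 1.48), and *Tcf7* ranged from 0.242 to 63.9 CPM and had -0.03 (standard error 1.93). Both changed sign in experiment 1 alone, to 0.99 and 0.92. RNA from other cells in the sorted ILC2p would lower genes of these cells alike, and no scaling, filter or test removes it. The median of 8 such genes, *Gata3* among them, changed by -1.01 on the log2 scale. Part of the decrease of *Gata3* may thus come from dilution by such RNA.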

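Ranked by p-value among the genes that were lower in Tgfbr2-/- ILC2p, *Il1rl1* was 2, after *Tnfaip3* (log2 fold change -1.81, adjusted p = 0.00104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over all genes tested it was 62. *Tnfaip3* is named after its values were seen. The 5 called genes with the largest increase on the same side in both experiments were *1700055N04Rik*, *Mrgpra9*, *Dhrs9*, *Clec4e* and *Aldh3b2*, and the 5 with the largest decrease were *4933412E12Rik*, *Fam168a*, *Sh3bgrl2*, *Acbd3* and *Mettl18*. In WT libraries *1700055N04Rik*, *Mrgpra9* and *Aldh3b2* had at most 3 counts each. By the group means they were at least 109-fold, 17.6-fold and 130-fold higher in Tgfbr2-/- ILC2p. The limits for *1700055N04Rik* and *Aldh3b2* rest largely on Tgfbr2-/- replicate 2 of experiment 1, at 85.7 and 111 CPM. The other Tgfbr2-/- libraries had 5.92 to 7.44 and 4.40 to 6.29 CPM, so without that library the limits would be lower. *4933412E12Rik* had at most 3 counts in Tgfbr2-/- libraries and was at least 85.6-fold lower. The other genes had log2 fold changes of 9.18 for *Dhrs9*, 9.06 for *Clec4e*, -8.77 for *Fam168a*, -8.70 for *Sh3bgrl2*, -8.59 for *Acbd3* and -8.53 for *Mettl18*. Loss of transcripts from single libraries and RNA from other cells were not ruled out as sources of the changes listed here. From the RNA-seq and RT-PCR data on ILC2p, the paper draws its conclusion on ILC2-associated genes in the precursors.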

The data collectively indicate that the absence of TGF-β signaling restricted the expression of ILC2-associated genes in the precursors, with *ll1rl1* being the most significantly affected one.

### TGF-β upregulates ST2 and generates ILC2 from BM precursors

Our previous results indicate that deficiency of *Tgfbr2* has an impact in the generation of BM ILC2p but not CHILP cells (Fig. 2, Supplementary Fig. 4d) and the expression of *Il1rl1* was most significantly downregulated in *Tgfbr2*^−/−^ ILC2p cells (Supplementary Fig. 6). Since IL-33/ST2 has been suggested in the ILC2 development from CLP^35,36^, we speculated that TGF-β signaling might be required for the development of ILC2 from CHILP, and this process was related to the regulation of ST2. To test this hypothesis, we performed a series of in vitro ILC2 development assays by co-culture of BM progenitors with OP9 stromal cells that express the Notch ligand DL1 (OP9-DL1 cells). Cells were cultured in the ILC2-polarizing medium in the presence of IL-7 and IL-33 cytokines^36^. First, we purified Lin^−^CD127^+^α_4_β_7_^+^Flt3^−^CD25^−^ CHILP cells^42^ (sorting strategy shown in Supplementary Fig. 3e) from BM of tamoxifen-treated mice (*Tgfbr2*^−/−^) or oil-treated control mice (WT). CHILP cells were co-coultured with OP9-DL1 monolayers for 13 days in ILC2-polarizing media with or without TGF-β1. We observed that IL-7 and IL-33 stimulation without exogenous TGF-β1 generated small number of ILC2s defined as CD45.2^+^Lin^−^CD127^+^GATA3^+^ (containing both ST2^+^ and ST2^−^ cells) from WT CHILP cells, which was substantially reduced with inclusion of TGF-β receptor inhibitor SB431542 in the culture (ST2^+^ ILC2 cells were almost completely eliminated) (Fig. 4a). In contrast, addition of exogenous TGF-β1 into WT CHILP cultures generated much more ILC2 cells and further enhanced their ST2 expression, but only slightly increased GATA3 (Fig. 4a). Notably, among these ILC2 cells, ST2^+^ subpopulation was dominant in both frequency and absolute numbers (Fig. 4a). Consistently, profoundly lower number of ILC2s (almost all ST2^−^) were generated from *Tgfbr2*^−/−^ CHILP cultures regardless of whether or not supplement of exogenous TGF-β (Fig. 4a). We obtained similar results using *Tgfbr1*^−/−^ CHILP cells (Supplementary Fig. 7).

**Fig. 4:**
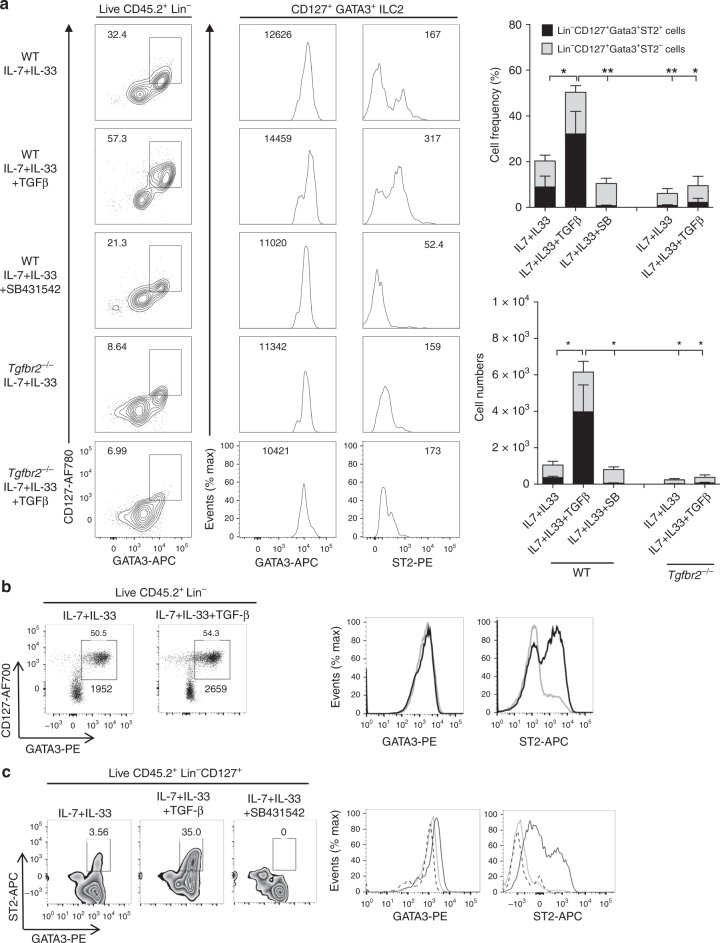
TGF-β promotes in vitro development of ILC2 from BM precursors and upregulates ST2 expression. **a** WT or *Tgfbr2*^−/−^ CHILP cells (Lin^−^CD127^+^Flt3^−^α_4_β_7_^+^CD25^−^) were co-cultured with OP9-DL1 cells in presence of IL-7 (20 ng/ml) and IL-33 (20 ng/ml) or TGF-β (2 ng/ml) or TβR1 inhibitor SB431542 (5 μM) for 13 days and analyzed using flow cytometry. Left panel: representative FACS plots depict frequency of ILC2 cells generated from WT and *Tgfbr2*^−/−^ CHILP, respectively. Middle two panels: histograms show representative expression of GATA3 and ST2 in WT and *Tgfbr2*^−/−^ LC2 cells. Numbers indicate mean fluorescence intensity (MFI). Right upper panel is showing frequency of both Lin^−^CD127^+^GATA3^+^ST2^+^ and Lin^−^CD127^+^GATA3^+^ST2^−^ among CD45^+^ live cells in CHILP cultures (day 13) of WT and *Tgfbr2*^−/−^ cells. Right lower panel is showing total numbers of both Lin^−^CD127^+^GATA3^+^ST2^+^ and Lin^−^CD127^+^GATA3^+^ST2^−^ among CD45^+^ live cells in CHILP cultures (day 13) of WT and *Tgfbr2*^−/−^ cells. Data shown are pooled of three (*Tgfbr2*^−/−^ CHILP) and five (WT CHILP) independent experiments. Statistical analysis was performed using one-way ANOVA followed by Tukey’s multiple comparison test (*p < 0.05; **p < 0.01). **b** WT ILC2 precursors (ILC2p; Lin^−^CD127^+^Flt3^−^α_4_β_7_^+^CD25^+^) cultured with OP9-DL1 stromal cells with IL-7 and IL-33, in the presence (black solid line) or absence (gray solid line) of TGF-β1, and analyzed for CD127^+^GATA3^+^ ILC2s on day 13 of culture, pre-gated with live CD45.2^+^Lin^−^ cells. The above numbers indicate the frequency and the numbers below indicate the events number of the indicated gate, respectively. The expression levels of GATA3 and ST2 in these cultured ILC2s were assessed. **c** Representative FACS plots of sorted WT ILC2p cells co-cultured with OP9-DL1 stromal cells plus IL-7 and IL-33, in the presence (black solid line) or absence (gray solid line) of exogenous TGF-β, or with addition of SB431542 (black dashed line) for 13 days. Representative FACS plots showing expression of GATA3 and ST2 among live CD45^+^Lin^−^CD127^+^ cells. Data in **b** and **c** are representative of two independent experiments.

We then investigated the role of TGF-β signaling on BM ILC2p under the same ILC2-polarizing culture conditions, as ILC2p is the immediate precursors of ILC2^32^. Although WT ILC2p cells isolated from BM express high level of ST2 (almost 100%) (Supplementary Fig. 3e), WT ILC2p cells cultured in the presence of IL-7 and IL-33 cytokines for several days showed a reduced expression of ST2. Addition of exogenous TGF-β1 into WT ILC2p cell culture substantially upregulated their ST2 expression and increased ST2^+^ cell subpopulation, without significant changes of GATA3 (Fig. 4b, c). Conversely, blockade of endogenous TGF-β signaling with SB431542 substantially reduced generation of ST2^+^ ILC2 cells as well as the ST2 expression in ILC2p cultures (Fig. 4c). Taken together, these data revealed that TGF-β signaling is essential for the induction of ST2 from CHILP, which safeguard the development of ST2^+^ ILC2p cells from CHILP progenitors; and TGF-β is also required to prevent downregulation of ST2 on ST2^+^ ILC2p cells.

### TGF-β increases *Il1rl1* in ILC2 precursors via MEK pathway

Next, we studied the molecular mechanisms underlying TGF-β-mediated ST2 upregulation in BM CHILP and ILC2p cells. As Smad3-deficiency had no effect on ILC2 development (Supplementary Fig. 5), we determined that TGF-β1 treatment induced a similar (or even stronger) increase in *Il1rl1* mRNA level in *Smad3*^−/−^ CHILP and ILC2p cells compared to their littermate WT control (Fig. 5a), suggesting a Smad3-independent pathway in ST2 upregulation.

**Fig. 5:**
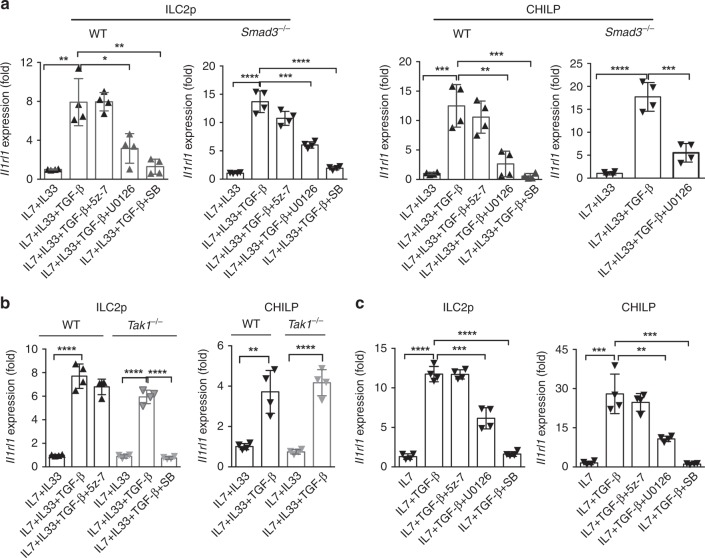
TGF-β increases *Il1rl1* mRNA in BM ILC2 precursors partially through MEK-dependent pathway. **a** Quantitative RT-PCR analysis of the gene expression of *Il1rl1* in purified ILC2p and CHILP from WT and *Smad3*^−/−^ mice cultured in medium containing IL-7 and IL-33, performed 24 h after treatment with TGF-β1 or TGF-β1 and indicated inhibitors, and normalized to *Hprt1* expression. **b** *Il1rl1* mRNA expression in purified WT or TAK1-deficient ILC2p and CHILP cultured in IL-7 and IL-33 containing condition, performed 24 h after treatment with TGF-β1 or TGF-β1 and indicated inhibitors, and normalized to *Hprt1* expression. **c** *Il1rl1* mRNA expression in WT ILC2p and CHILP cultured in medium containing only IL-7, performed 24 h after treatment with TGF-β1 or TGF-β1 and indicated inhibitors, and normalized to *Hprt1* expression. In each experiment, the BM cells were pooled from ten mice in each group before the cultures. Data are pooled from two independent experiments and are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (Student’s *t*-test).

We then investigated non-canonical downstream of TGF-β signaling pathways involved in the induction of ST2 in ILC2 progenitors. TGF-β-activated kinase (TAK1) and MEK are two important mediators of the TGF-β-triggered Smad-independent pathways^33^. We cultured WT CHILP and ILC2p progenitors with OP9-DL1 cells in the ILC2-polarizing conditions in the presence and absence of exogenous TGF-β1 for 24 h. Moreover, we included SB431542, 5z-7-oxozeaenol, or U0126 to block TβR1 signaling, the TAK1-mediated pathway, or MEK-1/2 pathway, respectively. Gene expressions of ILC2-related genes *Gata3, Tcf7, Gfi1, Bcl11b, Rora, Ets1,* and *Il1rl1* were determined using quantitative PCR. Only gene expression of *Il1rl1* was significantly increased in both CHILP and ILC2p cell in response to TGF-β1 treatment (Fig. 5a). *Gata3, Tcf7, Ets1, Gfi1, Bcl11b*, *and Rora* did not significantly change in ILC2p precursors in response to TGF-β stimulation, although some of them were slightly upregulated in CHILP cells upon TGF-β1 treatment (Supplementary Fig. 8). As expected, inclusion of SB431542 completely abolished TGF-β1-mediated *Il1rl1* mRNA induction in both ILC2p and CHILP cells (Fig. 5a). Blockade of the TAK1-mediated non-canonical pathway with 5z-7oxozeaenol failed to change *Il1rl1* upregulation induced by TGF-β1 (Fig. 5a). Furthermore, *Tak1*^−/−^ ILC2p and CHILP cells exhibited an increase in *Il1rl1* mRNA comparable to that of their WT counterparts in response to TGF-β1 (Fig. 5b). Induction of *Il1rl1* in *Tak1*^−/−^ precursors was indeed due to TGF-β signaling, because SB431542 completely abolished TGF-β1-induced *ll1rl1* upregulation (Fig. 5b). Unexpectedly, inhibition of MEK1/2 pathway with U0126 significantly suppressed TGF-β1-induced *Il1rl1* expression in both WT ILC2p and CHILP cells (Fig. 5a), suggesting a role for MEK1/2 mediated pathway in *Il1rl1* upregulation. Importantly, blockade of MEK1/2 in *Smad3*^*−/−*^ ILC2p and CHILP precursors also partially blocked the TGF-β1-induced *Il1rl1* mRNA increase (Fig. 5a). As it is known that IL-33 is an important cytokine that enhances ST2 expression^43^, we next examined whether the TGF-β-mediated increase in ST2 expression was IL-33 independent. Strikingly, TGF-β1-induced *Il1rl1* upregulation in ILC2p and CHILP precursors was not dependent on IL-33, as TGF-β1 was able to induce a similar or even higher increase in *Il1rl1* mRNA in the cultures without exogenous IL-33 (Fig. 5c). Consistently, both the MEK1/2 and TβR1 inhibitors efficiently blocked the TGF-β-mediated increase in *ll1rl1* expression in IL-33-deficient cultures (Fig. 5c). These data collectively indicate that TGF-β upregulates *Il1rl1* expression in both BM ILC2p and CHILP cells at least partially via MEK-dependent, but Smad3- and TAK1-independent, pathway.

### TGF-β increases ST2 and maintains mature ILC2s

Since IL-33/ST2 signaling is involved in the expansion of mature ILC2s in the periphery^44^, we next investigated whether TGF-β signaling plays a role in the homeostasis of mature ILC2s. KLRG1 has been reported as a specific marker for mature ILC2s^32^. We sorted mature *Tgfbr2*^−/−^ and WT ILC2s (CD45^+^Lin^−^CD127^+^Sca1^+^CD25^+^KLRG1^+^) (Supplementary Fig. 3d) from the LP of tamoxifen or oil-treated *Tgfbr2*^f/f^ER-Cre^+^ mice, respectively, and adoptively transferred these ILC2s into ILC-deficient *Rag2*^*−/*−^*Il2rg*^−*/−*^ mice^4,5,45^ in equal numbers. Twelve days later, the frequencies of ILC2s in the LP of recipient mice were analyzed. TGF-β signaling deficiency resulted in a significant decrease in the frequency and total numbers of mature ILC2s in the LP (Fig. 6a, b). Further analysis revealed that the proliferation of *Tgfbr2*^−/−^ ILC2s as indicated by Ki67 was reduced compared to WT ILC2s (Fig. 6a, b). Consistently, the proliferation of *Tgfbr2*^−/−^ ILC2s in the mixed BM chimeras as described in Fig. 1a was lower than in control ILC2s, without changes of apoptosis (Supplementary Fig. 9a, b). The data suggest that TGF-β also maintains the homeostasis of mature ILC2s in the periphery. We then examined CD127 (IL-7R) that is known to be associated with ILC2s homeostasis and maintenance, but found that *Tgfbr2*^−/−^ ILC2s exhibited normal levels of surface CD127 (Supplementary Fig. 9a). Consistently, RNA-seq analysis showed that *Il7r* gene expression remained unchanged in *Tgfbr2*^−/−^ mature ILC2s compared to WT mature ILC2s (Fig. 3b), excluding the involvement of IL-7 signaling in the effect. However, the expression of *ll1rl1* mRNA was significantly reduced in *Tgfbr2*^−/−^ ILC2s (Fig. 3c). In addition, flow cytometry analysis confirmed the decrease in ST2 protein in *Tgfbr2*^−/−^ ILC2s, although these cells expressed normal level of GATA3 (Fig. 6c, Supplementary Fig. 9a). 

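*Il7r* was at 507 and 408 CPM in WT and 394 and 447 CPM in Tgfbr2-/- libraries of Fig. 3, a log2 fold change of -0.14 (standard error 0.22, adjusted p = 0.854 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries not used there it was at 493 and 426 CPM in WT and 595 CPM in Tgfbr2-/- ILC2s. Over all 7 libraries it was at 458 ± 49.0 CPM (SD, n = 4) in WT and 479 ± 104 CPM (SD, n = 3) in Tgfbr2-/- ILC2s, a log2 fold change of 0.07 (standard error 0.17, adjusted p = 0.98 from the same edgeR test). The sign differed between the sets of libraries, and the difference was smaller than the spread between replicates in both.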

The data suggest that the decrease in *Tgfbr2*^−/−^ mature ILC2s might be attributable to the decrease of ST2 rather than GATA3 in these knockout cells in the periphery. To provide further evidence of the role of TGF-β1 in mature ILC2s, we cultured mature ILC2s isolated from LP with IL-7 and various concentrations of recombinant TGF-β1, and found that even low concentrations of TGF-β1 (e.g. 0.02–0.2 ng/ml) increased the levels of ST2 protein (Fig. 6d) and *Il1rl1* mRNA (Fig. 6e). Notably, the same concentrations of TGF-β1 failed to significantly change the levels of GATA3 protein (Fig. 6d) or mRNAs of *Gata3, Bcl11b, Gfi1*, and *Rora* (Fig. 6e). Thus, these data indicate that TGF-β signaling is important for the maintenance of mature ILC2 cells in the periphery via upregulation of ST2.

**Fig. 6:**
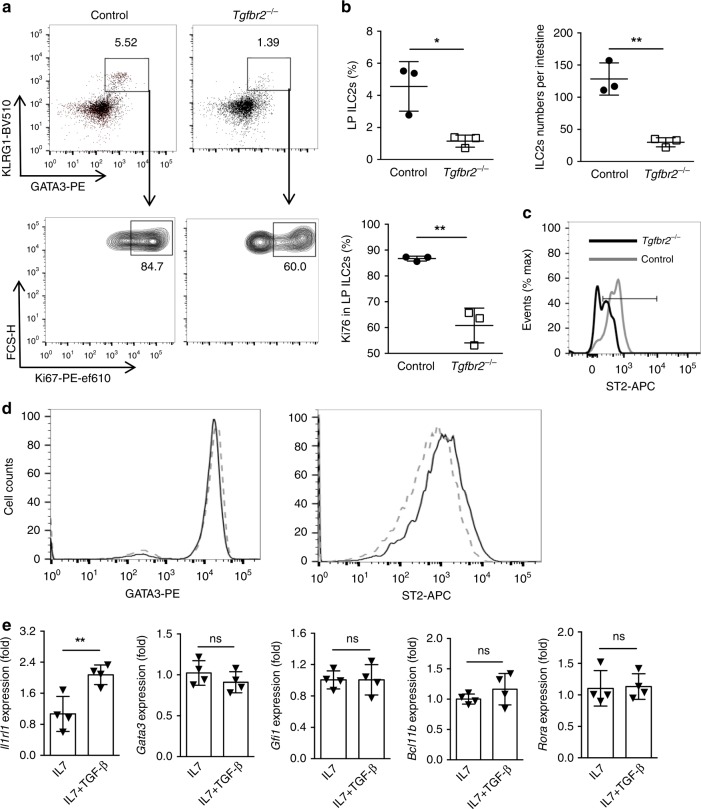
TGF-β signaling maintains mature ILC2s in the periphery. **a** Sorted mature ILC2s (CD45.2^+^Lin^−^CD127^+^Sca1^+^CD25^+^KlRG1^+^) in the LP of tamoxifen- (*Tgfbr2*^−/−^) or oil-treated (Control) Tgfbr2^*f/f*^ER-Cre^+^ mice were adoptively transferred into *Rag2*^−/−^*Il2rg*^−/−^ mice. Frequencies and Ki67 expression of GATA3^+^KLRG1^+^ ILC2s among CD45.2^+^Lin^−^CD127^+^ cells in the LP of these recipients were assessed by flow cytometry after 12 days. **b** The frequency, total number, and Ki67-positive percentage in LP ILC2s gated in **a**; *n* = 3 mice per group. **c** Representative FACS histograms of ST2 expression by ILC2s in the lung of Control/CD45.1 and *Tgfbr2*^−/−^/CD45.1 BM chimeras. **d** Representative FACS histograms of sorted WT CD45.2^+^Lin^−^CD127^+^Sca1^+^CD25^+^KlRG1^+^ ILC2s cultured with IL-7, in the presence (black solid line) or absence (gray dashed line) of TGF-β1 and analyzed for the expression of GATA3 and ST2 among live CD45^+^Lin^−^CD127^+^ cells after 3 days. **e** Quantitative RT-PCR analysis of the relative mRNA expression of selected genes in purified WT ILC2s cultured for 24 h in IL-7 alone or IL-7 plus TGF-β1. In each experiment, sorted LP ILC2 cells were pooled from six mice in each group before cultures. Data are combined of two independent experiments and are presented as mean ± SD. *p < 0.05, ns, no significance (Student’s *t*-test).

### *Tgfbr2*^−/−^ ILC2s are functionally deficient to HDM-induced airway inflammation

Although an earlier study showed that epithelial TGF-β enhances ILC2 function in lung through acting as a chemoactive factor for ILC2s^24^, the intrinsic impact of TβR2 deficiency on the function of ILC2 cells has not been fully understood yet. *Tgfbr2*^−/−^ ILC2s in the mixed BM chimeras reduced their ability to produce ILC2 signature cytokines with PMA/Ionomycin restimulation compared with control ILC2s (Fig. 1g, h). Conversely, TGF-β treatment increased the production of IL-5 and IL-13 by ILC2s generated from WT ILC2p cultures in vitro (Supplementary Fig. 10). We then hypothesized that TGF-β signaling also impact the function of ILC2s. To examine this, we sorted WT and *Tgfbr2*^−/−^ ILC2s and adoptively transferred into *Rag2*^−*/−*^*Il2rg*^*−/−*^ mice in equal numbers, followed by induction of allergic airway inflammation with house dust mite (HDM)^19^ (experimental scheme shown in Fig. 7a). Histological analysis of lungs of the HDM-treated mice revealed a substantial decrease in the inflammatory infiltrates and mucus production in *Rag2*^*−/−*^*Il2rg*^−*/*−^ mice that received *Tgfbr2*^−/−^ ILC2s compared to WT ILC2s (Fig. 7b). Moreover, adoptive transfer of *Tgfbr2*^*−/−*^ ILC2 significantly decreased the numbers of eosinophils in both the lungs and bronchoalveolar lavage fluids (BALF) in *Rag2*^*−/−*^*Il2rg*^−*/−*^ mice compared to WT ILC2-transfered mice (Fig. 7c). Importantly, the frequency and total number of IL-5^+^ and IL-13^+^ ILC2s were significantly reduced in the lungs of the HDM-treated *Rag2*^−*/−*^*Il2rg*^−*/*−^ mice that recieved *Tgfbr2*^−*/*−^ ILC2s (Fig. 7d). We were unable to compare the aforementioned factors between *Tgfbr2*^−*/*−^ and WT ILC2s in the lungs of unchallenged *Rag2*^*−/*−^*Il2rg*^−*/−*^ mice due to the insufficient number of cells isolated from the mice. The data altogether indicate that loss of TGF-β signaling results in diminished allergic lung inflammation due to a reduced ability to produce ILC2 cytokines. Thus, TGF-β signaling also impacts the function of ILC2 by regulating their signature cytokines.

**Fig. 7:**
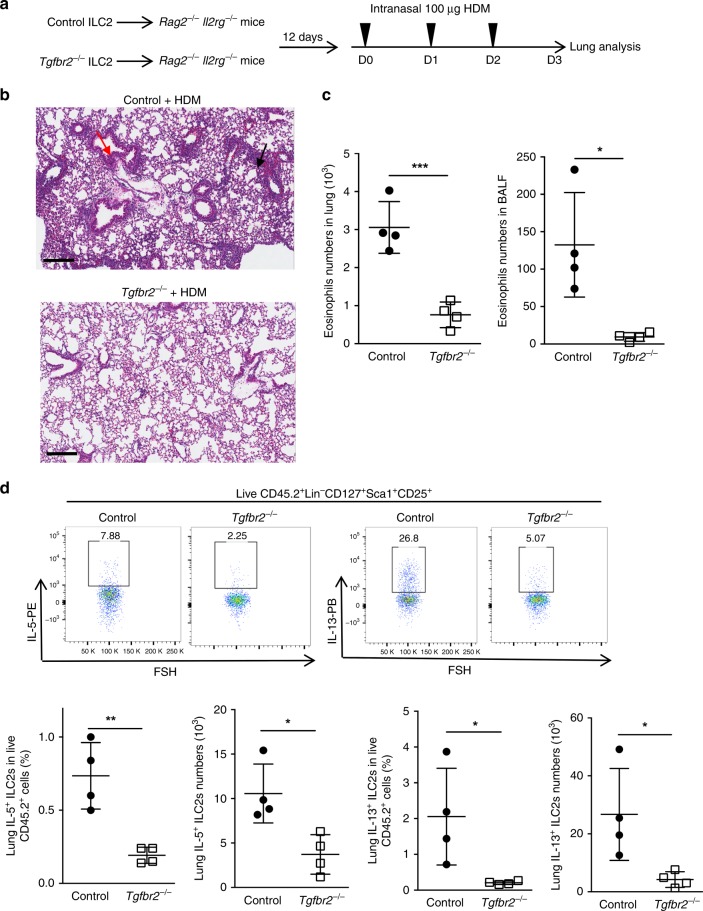
TβR2^–/–^ ILC2s are functionally deficient in response to HDM-induced airway inflammation. **a** Sorted mature ILC2s of *Tgfbr2*^f/f^ER-Cre^+^ mice pre-treated with tamoxifen (*Tgfbr2*^−/−^) or oil (Control) were transferred (5 × 10^5^ per mouse) into *Rag2*^−/−^*Il2rg*^−/−^ mice. Twelve days later, recipient mice were injected intranasally with 100 μg of HDM in 50 μl of PBS on days 0–2 and further euthanized on day 3. BALF was collected and lungs were dissected for analysis. **b** Inflammatory infiltrates (black arrows) and mucus secretion (red arrows) were analyzed by H&E staining of formalin-fixed paraffin-embedded lung sections of HDM treated-recipient *Rag2*^−/−^*Il2rg*^−/−^ mice. Scale bars represent 200 μm. **c** The total numbers of eosinophils in the lung and/or BALF of HDM-treated *Rag2*^−/−^*Il2rg*^−/−^ mice that were transferred with *Tgfbr2*^−/−^ ILC2s and Control ILC2s (*n* = 4 per group). **d** Flow cytometry profiles and summary of the frequency and total numbers of IL5^+^ ILC2s, IL-13^+^ ILC2s gated as CD45.2^+^Lin^−^CD127^+^CD25^+^Sca1^+^ in the lung of HDM-treated *Rag2*^−/−^*Il2rg*^−/−^ mice that were transferred with *Tgfbr2*^−/−^ ILC2s and Control ILC2s. Numbers indicate the frequency of flow cytometric events (*n* = 4 per group). Data are representative of two independent experiments. Data are presented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001 (Student’s *t*-test).

## Discussion

The molecular pathways underlying the development of ILCs still remain largely unknown. Here, we revealed a cell-intrinsic role of TGF-β in programming the development of ILC2s from their progenitors, CHILP and ILC2p in the BM. TGF-β is critical for both the upregulation of ST2 and the development of ILC2 from ILC2 progenitors^36^, which was at least partially mediated via MEK1/2-dependent, but Smad3- and TAK1-independent, pathways. Our data also indicate that TGF-β signaling impacts the maintenance and function of ILC2s in the periphery.

Several conclusions can be drawn from this study. Firstly, TGF-β signaling plays an intrinsic role in programing ILC2 development; yet is dispensable for ILC1 and ILC3 development. TGF-β is a pleiotropic cytokine that maintains immune homeostasis. For instance, TGF-β inhibits Th2 cell differentiation and cytokine production by repressing expression of GATA3^46^. GATA3 is not only an important Th2 cell regulator, but also a critical transcription factor for ILC2 lineage specification and maintenance. We originally hypothesized that TGF-β signaling might have a negative effect on ILC2 development and differentiation. Strikingly, however, in several physiological BM chimeric models in vivo, we found that TGF-β signaling in BM progenitors intrinsically programs the generation of ILC2s, but not of ILC1s or ILC3s. The deletion of TβR2 selectively lowered ILC2s in periphery and ILC2p in BM, but not the upstream of ILC2p including CHILP, suggesting that the reduction in ILC2s in *Tgfbr2*^−/−^ chimeras is likely a consequence of defective development of ILC2p from CHILP. CHILP, a committed ILC precursor for all ‘helper’ ILC subsets, retained normal abilities to produce ILC1s and ILC3s under loss of TGF-β signaling, indicating that TGF-β signaling has minor impact on the development of ILC1s and ILC3s. The similar frequency and number of ILC1s derived from *Tgfbr2*^*−/−*^ and control BM chimeras was consistent with another study showing that TβR2 deficiency has minimal impact on the liver and gut ILC1s^25^. The conclusion was also supported by our in vitro ILC2 differentiaiton assays, which clearly demonstrated that TGF-β signaling plays an essential role during differentiation stages from CHILP to ILC2. Moreover, our global transcriptome analysis in ILC2s and ILC2p cells revealed that TGF-β signaling sustains the expression of the ILC2 genetic program and restricts the ILC3/ILC1 genetic program. However, this study does not exclude the role of TGF-β signaling in mature ILC1s and/or ILC3s that reside in certain tissues. 

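Lists of genes of ILC3s (6 genes) and of NK cells and ILC1s (7 genes), written before the data were examined and without the genes the paper names, were compared in both cell types. In ILC2s the mean of the NK/ILC1 list was higher by 1.16 on the log2 scale in Tgfbr2-/- libraries (exact permutation of the genotype within experiments, two-sided, p = 0.0556, or 0.222 after Benjamini-Hochberg adjustment over 8 lists) and that of the ILC3 list by 0.60 (exact p = 0.333, adjusted 0.444). In ILC2p the NK/ILC1 list was higher by 2.0 (exact p = 0.0556, adjusted 0.148) and the ILC3 list changed by -0.24 (exact p = 0.722, adjusted 0.825), while 3 of the 7 NK/ILC1 genes and 4 of the 6 ILC3 genes were too low there to be tested singly. Of the others only *Gzma* was called (log2 fold change 8.66, adjusted p = 0.0568 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes called in ILC2p, 218 were also tested in ILC2s, and 118 of them (54.1%) changed in the same direction there, 54 of the 80 lower genes and 64 of the 138 higher genes.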

For instance, TGF-β has been shown to guide ILC1s differentiation in the salivary glands^25^, impede the conversion of NK cells into ILC1-like cells^26^, and regulate the plasticity of ILC3s^29^.

Secondly, the effect of TGF-β signaling on the development of ILC2s may be at least partially linked to upregulation of ST2 in CHILP and ILC2p cells. So far, several transcription factors including GATA3, RORα, and GFI1 have all been demonstrated in controlling ILC2 cell fate, development, and/or maintenance^32,35,36^. BCL11b was found to maintain ILC2 genetic and functional programs through GFI1, GATA3, and RORα^37,47^. Recently, TCF-1 has been demonstrated to act through both GATA3-dependent and GATA3-independent pathways to promote the generation of ILC2^48^. However, by comparing the global transcriptome among *Tgfbr2*^−/−^ ILC2s or ILC2p cells and their WT counterparts, we did not find significant changes in gene expression of the aforementioned ILC2-associated genes. Further experimental evidence shows that *Tgfbr2*^−/−^ILC2p and ILC2s expressed a similar degree of GATA3 to their control counterparts at single cell level. As GATA3 has been reported to be critical for the development of all IL-7R^+^ ILC subsets^49,50^ and ILC1s and ILC3s were not affected by the absence of TβR2, we postulate that TGF-β signaling programs the development of ILC2s probably via a GATA3-independent pathway. Several studies have shown that IL-33/ST2 signaling is important for ILC2 development and maturation^35,36,51^. ST2 is known as an IL-33 receptor expressed on Th2, mast cells, ILC2, and ILC2p. ST2 is also regarded as an exclusive marker of ILC2p^32^. A defect in the generation of ILC2p is regarded partly as a consequence of an inability to properly induce expression of ST2 in these progenitors^35^. Indeed, our data showed that TGF-β signaling regulates *ll1rl1* gene expression in both ILC2p as well as mature ILC2s. RNA-seq analysis revealed that *Il1rl1* was the most significantly downregulated gene in both *Tgfbr2*^*−/−*^ ILC2s and ILC2p cells. This result was confirmed by quantitative RT-PCR and flow cytometry analysis. 

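Ranked by p-value among the genes that were lower in Tgfbr2-/- ILC2s, *Il1rl1* was 4 over the libraries of Fig. 3, after *Agr2*, *Dmbt1* and *Muc6*, and 5 over all 7 libraries, after *Pecam1*, *Cd72*, *Kmo* and *Snrpd3*. The genes above it are named after their values were seen. Of these, *Agr2* and *Dmbt1* had 0 counts in both WT libraries of experiment 1. They were at 76.1 and 56.3 CPM in the Tgfbr2-/- library of experiment 2, so they followed the experiment. *Muc6* was at 922 and 206 CPM in the WT libraries of experiment 2 and at most 17.9 CPM in any other library. The rank of *Il1rl1* over the 7 libraries moved most in experiment 1 alone, to 274. The effect of the genotype on *Il1rl1* differed by 0.51 on the log2 scale between ILC2s and ILC2p (standard error 0.41, adjusted p = 0.758 for the interaction from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12806 genes).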

Through a well-recognized in vitro OP9-DL1 co-culture system, we determined that TGF-β treatment promoted the generation of ILC2 from CHILP and ILC2p, and this cell generation was accompanied by an obvious increase in ST2 protein levels on these cells. Consistently, TGF-β significantly upregulated *Il1rl1* mRNA in both CHILP and ILC2p cells. This finding encouraged us to propose ST2 signaling as one of the reasonable downstream mechanisms for ILC2 development programmed by TGF-β signaling. However, some studies have argued that IL-33/ST2 pathway is dispensable for ILC2p development^5,52^, although ST2-deficient mice show defect of ILC2 in the periphery^52^. Thus, the exact function of ST2 as a downstream molecule of TGF-β signaling in ILC2 precursors remains to be elucidated.

Thirdly, TGF-β-induced ST2 induction in ILC2 progenitors is at least partially mediated by MEK1/2-dependent, but TAK1- and Smad-independent, pathways. Although the canonical Smad-dependent pathway is known to be required by TGF-β signaling-mediated regulation of many immune cells, our data revealed that TGF-β signaling-mediated regulation of ILC2 may depend on a noncanonical pathway. Supporting this conclusion is the fact that ILC2s and ILC2p have similar to upregulate ST2 in response to TGF-β1 stimulation in the absence of *Smad3*. In TGF-β-associated non-Smad pathways, the TGF-β receptors transmits signal through other factors, such as by the Ras-extracellular signal-regulated kinase (Ras-MEK-ERK) pathway, or the TAK1-c-Jun N-terminal kinase (JNK)-p38-MAPK pathways^33^. Our results showed that the Ras-MEK-ERK pathway plays a major role in TGF-β-mediated upregulation of ST2 in ILC2p and CHILP cells. The Ras-MEK-ERK pathway has recently been demonstrated to play an important role in the maintenance and function of ILC2s^53^. Although the detailed molecular mechanisms underlying TGF-β-mediated-regulation of ST2 remain to be elucidated, our data suggest that this might not rely on the GATA3. It is possible that there are other mechanisms that are linked to ST2 expression as well as ILC2p-ILC2 development programmed by TGF-β signaling. For example, both BCL11b and RORα have been demonstrated as critical transcription factors for ILC2 development^36,54^. Although our data showed that the expression of both *Bcl11b* and *Rora* gene were decreased in both *Tgfbr2*^*−/−*^ ILC2p and ILC2 cells albeit without statistical difference, *Bcl11b* and *Rora* mRNA were slightly upregulated in WT CHILP cells upon TGF-β1 treatment in cultures.

Fourthly, TGF-β signaling exerts positive effects on mature ILC2s via enhancing the expression of ST2. IL-33 acts through ST2 in promoting the expansion, activation, type-2 cytokine expression, and the migratory capacity of ILC2s^43,44,52^. The regulation of ST2 expression and IL-33-ST2 pathway is critical for the late stage of ILC2 differentiation and functional maturation^51^. The findings that the maintenance, proliferation, and cytokine production (e.g. IL-5, IL-13), as well as respiratory allergic response, of mature ILC2s were impaired and were accompanied by reduced expression of ST2 in the absence of TGF-β signaling suggests a role of TGF-β in the homeostasis and function of mature ILC2s. Consistent with this idea, TGF-β1 treatment enhanced ST2 levels in mature ILC2s. Our study is in agreement with another study^24^ showing that mice lacking TGF-β specifically in the bronchial epithelium displayed a reduction in ILC2s numbers in the lungs and a reduction in IL-13 expression. The study provided additional mechanism that epithelial TGF-β is acting as a chemoactive factor for ILC2s, by enhancing the basal migration of airway ILC2s^24^.

In current paradigm, it is generally accepted that both TβR1 and TβR2 are essential components for mediating TGF-β signaling, and deletion of either one could abrogate TGF-β signal transduction^55,56^. For example, T-cell-specific deletion of TβR2^16^ or TβR1^14^ resulted in lethal inflammation in mice with similar abnormal phenotype and function of T cells. Although we have shown in our most recently published paper that the expression levels (changes) of TβR1, but not TβR2, reflect TGF-β signaling in T cells, both of them are required for TGF-β signaling^57^. Thus, we used *Tgfbr2* deletion in this study. As both blockade of TGF-β signaling with the TβR1 specific inhibitor in cultures and *Tgfbr1*^−/−^ CHILP cultures produced expected results, we expect that the similar results would be obtained with the use of *Tgfbr1-*deleted mice. Interestingly, a recent study showed that the deficiency of Smad4 promotes the conversion of NK into ILC1s-like cells and impairs the function of differentiated NK cells via a TβR1-dependent but TβR2-independent pathway, suggesting a differential roles of TβR1 vs. TβR2 in ILC1/NK cells^26^. Whether TβR1 and TβR2 play different roles in ILC2 development remains an intriguing question that awaits further investigations.

Taken altogether, we have revealed roles of TGF-β in the development of ILC2p and ILC2, and the maintenance of mature ILC2 function with regulation of ST2 expression. Here we propose a model for the ILC2 development programmed by TGF-β (Supplementary Fig. 11): TGF-β signaling is essential for the induction of ST2 from CHILP and enhances the development and generation of ST2^+^ ILC2p from CHILP; once ST2^+^ ILC2p are generated, TGF-β signaling is needed to maintain the levels of ST2 expression and prevent ST2 downregulation in ILC2p; in addition, TGF-β signaling also supports the maintenance and function of ILC2 cells in the periphery by regulating their ST2 expression.

## Methods

### Mice

C57BL/6 and CD45.1 mice were obtained from the Jackson Laboratory. *Tgfbr2*^f/f^ER-Cre^+^ mice (on the C57BL/6 background), *Smad3*^*−/−*^ mice, *Tak1*^f/f^ER-Cre^+^ mice, and *Rag2*^−/−^*Il2rg*^−/−^ mice were bred under specific pathogen-free conditions in the animal facility of the National Institute of Dental and Craniofacial Research. All animal studies were performed according to National Institutes of Health guidelines for use and care of live animals and were approved by the Animal Care & Use Committee (ACUC) of the National Institute of Dental and Craniofacial Research. We have complied with all relevant ethical regulations for animal testing and research.

### Isolation of cells

Mice were euthanized and systemically perfused by injection of PBS into the left heart ventricle. BM single-cell suspensions were prepared from femurs, tibias, and humerus by flushing the shaft with buffer using a syringe and a 25 G needle. A lineage cell depletion kit (Miltenyi Biotec Inc., 130-090-858) was used for enrichment of lineage-negative cells. Whole lungs were minced and digested in DMEM (10% FBS) containing 1 mg/ml collagenase type IV (Gibco) and 0.5 mg/ml DNase I (Roche Diagnostics) for 20 min at 37 °C with shaking at 100 rpm. The liver was thoroughly dissected and gently passed through a 200-gauge stainless-steel mesh. Small intestines and colons were removed and opened longitudinally and were washed in PBS to remove contents. Intestines were cut into segments 2 cm in length, then transferred into pre-warmed IEL isolation media (DMEM, 4% FBS, 5 mM EDTA, and 0.145 mg/ml DTT) and incubated for 20 min at 37 °C with stirring. The remaining intestinal tissue was washed three times with DMEM containing 2 mM EDTA to remove epithelial cells and fat tissue, and then was minced and incubated in DMEM digestion medium containing liberase (10 mg/ml) and 0.05% DNase for 30 min at 37 °C with gentle shaking. Digested suspensions were filtered and washed in PBS. Lymphocytes from lung, liver, and gut were all isolated using 30% Percoll solution in DMEM. Cells were then filtered with a 70-μm cell strainer and red blood cells were lysed.

### Antibodies for flow cytometric analysis

All antibodies used for flow cytometry (from eBioscience, BioLegend, or BD Biosciences) are listed in Supplementary Table 2 (clone designations in parentheses).

### Flow cytometry

For flow cytometry staining, all samples were pre-incubated with an Fc receptor blocking antibody against CD16/32. For ILC staining, lineage-positive cells were excluded using specific antibodies such as: anti-mouse CD3, anti-mouse CD5, anti-mouse CD19, anti-mouse B220, anti-mouse CD11b, anti-mouse CD11c, anti-mouse Gr-1, and anti-mouse CD23. For intracellular staining of transcription factors, cells were permeabilized using FOXP3/Transcription Factor Staining Buffer Set (eBioscience) and stained with specific monoclonal anti-mouse RORγt, anti-mouse GATA3, anti-mouse T-bet or anti-mouse Ki67 antibodies. For intracellular cytokine staining, cells were stimulated for 4 h at 37 °C with PMA (phorbol 12-myristate 13-acetate; 5 ng/ml), ionomycin (1 μg/ml), and Golgi-Plug (1:1000 dilution; BD Pharmingen), followed by staining with fixation/permeabilization buffer solution according to the manufacturer’s protocol (BD Biosciences). Flow cytometric analysis was performed on an LSRFortessa instrument and data were analyzed using FlowJo 10 software. For some in vitro and in vivo experiments, cells were sorted using FACSAria III instrument (BD Biosciences).

### Animal treatment

To generate *Tgfbr2*^−*/*−^ mice, 8-12-week-old *Tgfbr2*^f/f^ER-Cre^+^ mice were treated with tamoxifen (Sigma-Aldrich) at 1 mg/d i.p. for five consecutive days vs. sunflower oil alone. One day after the last treatment, mice were euthanized. A total of 2–5 × 10^4^ mature *Tgfbr2*^*−/−*^ or WT ILC2s (CD45.2^+^Lin^−^CD127^+^Sca1^+^CD25^+^KLRG1^+^) were sorted from the LP of *Tgfbr2*^f/f^ER-Cre^+^ mice that had been treated with tamoxifen or oil, and then were i.v. injected into *Rag2*^*−/−*^*Il2rg*^*−/*−^ mice (CD45.2) and euthanized 12 days later.

### Generation of BM chimeric mice

A total of 2–5 × 10^6^ BM cells from tamoxifen or oil-treated *Tgfbr2*^f/f^ER-Cre^+^ mice were mixed at a 1:1 ratio with BM cells from age- and gender-matched CD45.1 mice, and were i.v. injected into lethally irradiated age- and gender-matched CD45.1 recipients. Mice were analyzed 6 weeks later. Alternatively, BM cells from *Tgfbr2*^f/f^ER-Cre^+^ mice without any treatment mixed with CD45.1 BM cells at a 1:1 ratio were transferred into lethally irradiated CD45.1 mice, and these recipients were immediately given an intraperitoneal injection once daily of 1 mg tamoxifen or sunflower oil alone for five consecutive days. Six weeks later, the mice were analyzed. Highly purified 4 × 10^3^ CD45.2^+^Lin^−^CD127^+^Flt3^−^α_4_β_7_^+^ ILC-potential progenitors from BM of *Tgfbr2*^f/f^ER-Cre^+^ mice were mixed with 2 × 10^6^ whole CD45.1 BM cells and then adoptively transferred into lethally irradiated CD45.1 mice. These recipients were then immediately treated with tamoxifen 1 mg/d i.p. for five consecutive days or oil alone. Six weeks later, CD45.2^+^ donor-derived ILCs were analyzed.

### In vitro differentiation assays

Whole BM was extracted as described above. Lin^−^CD127^+^Flt3^−^α_4_β_7_^+^CD25^−^ CHILP or Lin^−^CD127^+^Flt3^−^α_4_β_7_^+^CD25^+^ ILCp2 cells were sorted from BM of WT C57BL/6, tamoxifen-treated *Tgfbr2*^f/f^ER-Cre^+^ or *Tgfbr1*^f/f^ER-Cre^+^ mice, *Smad3*^−/−^, or *Tak1*^f/f^ER-Cre^+^ mice. Following isolation, the cells were immediately transferred to confluent 1500 rad X-ray-irradiated OP9-DL1 in 96-well plates, at a density of 0.5 × 10^3^ to 3 × 10^3^ cells per well in complete RPMI 1640 (containing 10% fetal bovine serum, 50 μM 2-mercaptoethanol, 1% penicillin–streptomycin, 1 mM sodium pyruvate, 1× non-essential amino acids, and 20 mM HEPES, pH 7.4) with the addition of IL-7 (20 ng/ml) and IL-33 (20 ng/ml) (BioLegend) for ILC2-polarizing conditions, with or without supplementation of rhTGF-β1 (2 ng/ml), or with addition of SB431542 (5 μM) or anti-TGF-β antibody (50 μg/ml). For deletion TAK1, CHILP and ILC2p cells were purified from *Tak1*^f/f^ER-Cre^+^ mice and pretreated with 4-hydroxytamoxifen (15 μM) in vitro for 24 h. Cells were passaged and then were added on monolayers of fresh OP9-DL1 cells every 6 days. Cells were harvested for FACS analysis 13 days later. For quantitative RT-PCR analysis, purified CHILP and ILC2p cells were cultured with OP9-DL1 cells in the aforementioned ILC2-polarizing medium, with or without TGF-β1, or with the addition of SB431542 (5 μM), the TAK1 inhibitor 5z-7oxozeaenol (50 nM), or the MEK inhibitor U0126 (10 μM) for 24 h. CD45^+^Lin^−^CD127^+^Sca^−^1^+^CD25^+^KIRG1^+^ILC2s were sorted from the LP of WT C57BL/6 mice and cultured in complete RPMI 1640 medium in the presence of IL-7 (20 ng/ml) alone or with the addition of TGF-β1 (0.02-2 ng/ml) or SB431542 (5 μM) for 24 h. Cells were then analyzed by FACS or quantitative RT-PCR.

### Quantitative RT-PCR

Total RNA was derived from sorted or cultured cells with an RNeasy Plus Micro Kit (QIAGEN), and cDNA was synthesized using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Quantitative real-time PCR was performed according to the protocol of the TaqMan gene expression assay kits (Applied Biosystems) with the following primers: *Hprt*, Mm00446968_m1; *Tgfbr1*, Mm00436964_m1; *Tgfbr2*, Mm03024091_m1; *Gata3*, Mm00484683_m1; *Il1rl1*, Mm00516117_m1; *Gfi1*, Mm00515853_m1; *Bcl11b*, Mm00480516_m1; *Rora*, Mm01173766_m1; *Ets1*, Mm01175819_m1; *Tcf7*, Mm00493445_m1; and *Sox4*, Mm00486320_s1. Results were calculated using comparative ΔΔCT method.

### RNA-seq analysis

LP CD45^+^Lin^−^CD127^+^Sca^−^1^+^CD25^+^KIRG1^+^ ILC2 cells were sorted from tamoxifen or oil-treated *Tgfbr2*^f/f^ER-Cre^+^ mice. BM CD45.2^+^Lin^−^CD127^+^α_4_β_7_^+^CD25^+^ ILC2p cells were sorted from *Tgfbr2*^−/−^/45.1 or Control/45.1 chimeras. RNA was extracted using RNeasy Plus Micro Kit (QIAGEN), and RNA-seq experiments were performed. Sequence reads were mapped to the mouse genome (mm9) using tophat (with multiple hit = 15)^58^. To quantify the mRNA level of genes, the RKPM (reads per kilobase of transcript per million mapped reads) measures were computed over the exon regions of genes for each gene from the RNA-seq datasets. Differentially expressed genes between the treated and control cells were identified by edgeR^59^ using two replicates in each condition (FDR < 0.1 and fold-change > 1.5). For the heatmap in Fig. 3 and Suplementarty Fig. 4, biological relevant genes were selected from literatures, and the *q*-values between the two conditions were calculated by edgeR, and NS stands for non-significant (*q*-value > 0.2).

### HDM-induced lung inflammation

WT and *Tgfbr2*^−/−^ ILC2s were sorted from the LP, lung, and mesenteric lymph nodes of *Tgfbr2*^f/f^ER-Cre^+^ mice that had been treated with tamoxifen or oil, and then were transferred into *Rag2*^−/−^*Il2rg*^−/−^ mice separately (5 × 10^5^ per mouse). Twelve days later, recipient *Rag2*^−/−^*Il2rg*^−/−^ mice were injected intranasally with 100 μg of HDM in 50 μl of PBS on days 0–2 and further euthanized on day 3. BALF was collected and lungs were dissected for FACS analysis. Lung sections prepared from HDM-treated mice were stained with H&E stain.

### Statistical analysis

Groups were compared with GraphPad Prism 6 by a two-tailed unpaired Student’s *t*-test or one-way analysis of variance with post-hoc Bonferroni’s test. A *p* value of <0.05 was considered significant. No data have been excluded from statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this Article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNA-seq data that support the findings of this study have been deposited in NCBI geo database with the accession code GSE140168.

## Source Data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

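RNA from LP ILC2s (4 WT and 3 Tgfbr2-/- libraries) and from BM ILC2p (4 WT and 4 Tgfbr2-/- libraries) was sequenced by the authors in 2 experiments for each cell type. The authors mapped the reads to the mouse genome (mm9) with TopHat, keeping reads with several hits, and counted them on UCSC RefSeq genes over the full transcripts with the rpkmforgenes script, leaving out regions where genes of different names overlap. The paper's text does not state the strand of the libraries. For each library the authors deposited RPKM, normalized to the number of reads given in the file's header, which is smaller than the number of all mapped reads. Beside it the authors deposited raw counts of reads per gene, which are not normalized. Each file has 24690 entries for 24089 gene symbols, and 205 entries join several genes that share reads. The counts already include the mapping and the choice among hits, which cannot be repeated from these files.

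Genotype, cell type, experiment and replicate were taken from the labels of the libraries. The labels number the Tgfbr2-/- ILC2 libraries of experiment 1 and some ILC2p libraries in differing ways. The sample titles and their order were followed there. Total counts on genes ranged from 12167066 to 32114265 in ILC2s and from 10957021 to 35961215 in ILC2p. Counts of the same gene symbol were kept as deposited. Counts were analyzed with edgeR 4.0.16 in R 4.3.3, with TMM scaling, genes kept by filterByExpr for the conditions compared, and the quasi-likelihood test with genotype and experiment in the model, separately for ILC2s and ILC2p. Genes with a Benjamini-Hochberg adjusted p-value under 0.1 and a fold change over 1.5 were called, the thresholds of the paper's methods. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM (counts relative to the library's total) were computed with the TMM factors. Whether effects differed between the cell types was tested in 1 fit over all 15 libraries. For single genes and gene lists, the genotype was permuted exactly within experiments, two-sided. With 3 counts or fewer in every library of a group, a fold was given as a lower bound.

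The genes named are *Tgfbr2*, *Tgfbr1*, every gene that the paper's text, legends or Fig. 3a, b name, and for each cell type and direction the 5 called genes with the largest change among those on the same side in both experiments. Others are marked as chosen after their values were seen. Lists of marker genes of 8 cell types, without the genes the paper names, were averaged on the log2 scale. The libraries behind Fig. 3 were identified from the positions and colours in its panels, and ILC2 values are given over these 4 libraries, tested without a covariate, and over all 7.

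The alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(RPKM + 1), scaling by library size or the upper quartile, no filter or at least 10 counts in every library, no covariate, a block for replicates of the same number, each experiment alone, other thresholds and leaving out each library in turn. edgeR's likelihood ratio test and its exact test were added after seeing the data. The tests were tested on simulated data with known changes. Gene positions are from the GENCODE annotation of NCBIM37. Scripts were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. For 6 genes, log2 ratios of the paper's RT-PCR means in Fig. 3c (n = 3) were computed and are not reported. The other RT-PCR, the flow cytometry and other experiments were not analysed here.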

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

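The tests of library size, of transcripts lost from single libraries and of the epithelial list were chosen only after the result was seen, and so was the requirement on how many of the named genes must follow the neutrophil list.

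In 6 of 123 groups of 4 libraries, 1 library lay far from the other 3 for a named gene, and chance gives 6.15. *Tgfbr1* was at 3.01 CPM in WT ILC2 replicate 2 of experiment 1 against 13.5 to 17.3 CPM in the other WT ILC2 libraries. The other 5 were in ILC2p. WT replicate 1 of experiment 1 had 0.694 CPM of *Tgfbr2* (103 to 223 CPM in the others), 2.17 CPM of *Bcl11b* (110 to 174 CPM) and 3.29 CPM of *Tcf7* (29.1 to 44.2 CPM). Tgfbr2-/- replicate 2 of experiment 1 had 85.7 CPM of *1700055N04Rik* (5.92 to 7.44 CPM) and 111 CPM of *Aldh3b2* (4.40 to 6.29 CPM). The 3 low values in WT ILC2p may come from transcripts lost in libraries made from few cells. A median of 6.12% of well expressed genes was nearly absent from an ILC2p library, from 1.64% to 13.71%, and at most 0.03% from an ILC2 library. WT replicate 1 of experiment 1 had the share of 13.71%. That this library is a mislabelled Tgfbr2-/- library is not borne out, since its neutrophil genes took 0.0373% of counts, within the other WT libraries, and its *Il1rl1* was 916 CPM, against 1009 to 1171 CPM in the other WT libraries and at most 328 CPM in Tgfbr2-/- libraries. The share covers genes with a median of at least 50 CPM in the other libraries and counts those under 1 CPM. Of the 3 low values in WT ILC2p it thus includes only *Tgfbr2*, since *Bcl11b* and *Tcf7* were above 1 CPM. The share does not bear on the low *Tgfbr1* in ILC2s either, whose cause was not tested. The design gives no biological explanation for a single library, and none was tested.

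The effect of the genotype differed between ILC2s and ILC2p for 127 of 12806 genes (60 higher and 67 lower in ILC2s, and 1555 at an unadjusted p under 0.05). When the genotypes were exchanged within same-numbered pairs, 5 of 60 exchanges drawn, the real one included, gave as many genes, and the largest number in the others was 171. These 5 were among the 9 exchanges that left or reversed every ILC2p pair and so kept the difference between the genotypes in ILC2p, and the other 51 gave at most 15 genes. By the number at an unadjusted p under 0.05, 2 of 60 gave as many. With the ILC2p groups kept, other groupings of ILC2s thus gave from 79 to 171 genes, and the test could not tell a difference between the cell types from an effect in ILC2p alone. Among the named genes, the log2 effect in ILC2s minus that in ILC2p was 6.34 for *Il9r* (adjusted p = 0.00904 from edgeR's quasi-likelihood test, here and below), -9.15 for *Il1r2* (adjusted p = 0.051), -10.84 for *Mmp8* (adjusted p = 0.00385), -7.93 for *Cxcr2* (adjusted p = 0.00271), 7.49 for *Fam168a* (adjusted p = 0.0507), 8.27 for *Sh3bgrl2* (adjusted p = 0.0173) and 8.63 for *Acbd3* (adjusted p = 0.0289). *Il1r2*, *Mmp8* and *Cxcr2* were higher in 4 of 4 Tgfbr2-/- ILC2p libraries, and *Fam168a*, *Sh3bgrl2* and *Acbd3* were nearly absent from 4 of 4. Loss of transcripts from ILC2p libraries (median 6.12%) affected both genotypes. It took from 1.64% to 13.71% of genes in WT and from 1.81% to 13.3% in Tgfbr2-/- libraries. This share was measured on genes with a median of at least 50 CPM in the other libraries. *Fam168a*, *Sh3bgrl2* and *Acbd3* were below that median and were named for their large decrease. Loss of transcripts could thus not be ruled out as their source. RNA from neutrophils, weighed below, may be the source of *Il1r2*, *Mmp8* and *Cxcr2*, and a biological difference cannot be told apart from it. No other explanation was tested for the remaining genes.

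Among the gene lists, the neutrophil list was higher in Tgfbr2-/- ILC2p by 7.96 on the log2 scale, the neutrophil precursor list by 3.97 and the NK/ILC1 list by 2.0, each in 4 of 4 libraries (exact p = 0.0556, the smallest possible, and 0.148 after adjustment over 8 lists). All 15 neutrophil genes were called, with log2 fold changes from 4.05 to 8.5 (median 8.21), and they took between 7.65% and 9.01% of the counts in Tgfbr2-/- libraries and between 0.0302% and 0.07% in WT libraries. If RNA from neutrophils were the source of the higher *Il1r2*, *Gda*, *Capg*, *Mmp9*, *Mmp8*, *Cxcr2* and *Itgam*, these genes would follow the list from library to library within a genotype. Pearson's r was positive for all 7, from 0.24 to 0.82, and the rank correlation was negative for *Cxcr2* (-0.12), with a smallest exact p of 0.0521 before adjustment. The mean of the list varied little within Tgfbr2-/- libraries, from 11.3 to 11.59 on the log2 scale. It varied more within WT libraries, from 2.91 to 4.31, but *Il1r2*, *Gda* and *Itgam* were at most at 1.96 CPM there. The test thus had little to follow in the libraries with the increase and could not decide. Total counts were lower in Tgfbr2-/- ILC2p by -0.31 on the log2 scale, far less than the change of these genes, so a difference in library size is not an explanation. An effect of the genotype on these genes cannot be told apart from RNA of neutrophils in the sorted cells. Of the 7 NK/ILC1 genes, 3 were too low in ILC2p to be tested singly and only *Gzma* was called, so the mean of that list rests on few genes. For the NK/ILC1 list and the neutrophil precursor list no other explanation was tested.

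In ILC2s the erythroid list was higher in Tgfbr2-/- libraries by 1.74 (exact p = 0.0556, adjusted 0.222, 3 of 3 libraries), the epithelial list by 1.57 (exact p = 0.278, adjusted 0.444, 3 of 3 libraries) and the NK/ILC1 list by 1.16 (exact p = 0.0556, adjusted 0.222, 3 of 3 libraries), each counted within its experiment. None passed the adjustment. The epithelial list differed more between the experiments, by 6.11, than between the genotypes, and may reflect RNA from epithelium in the sorted ILC2s of experiment 2. Hemoglobin genes share reads among close copies, and only 4 of 7 erythroid genes could be used, 3 of them too low to be tested singly. No explanation was tested for the erythroid and NK/ILC1 lists.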

How the results depend on the processing

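edgeR's likelihood ratio test, the 4 libraries of Fig. 3 and their exact test were chosen after seeing the data, and every other alternative was set before the data were examined. Of 1337 values of 69 genes under an alternative, 1292 had a test, of which 1071 kept their direction and their side of the threshold, 104 were no longer past it, 24 passed it only under the alternative, and 93 changed direction. Of the other 45, from experiment 2 of ILC2s alone, 8 moved by more than the spread between replicates and 6 changed direction.

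*Il1rl1* was lower in Tgfbr2-/- ILC2s under each of 17 alternatives, with log2 fold changes from -1.85 to -1.14, and in Tgfbr2-/- ILC2p under each of 18, from -2.28 to -1.81. Its adjusted p-values ranged from 0.00461 to 1.0 in ILC2s and from 1.81e-07 to 0.236 in ILC2p. In ILC2s it was called with DESeq2 (log2 fold change -1.44), with the likelihood ratio test (-1.44, adjusted p = 0.0391) and with the exact test on the libraries of Fig. 3 (-1.98, adjusted p = 8.05e-07). In ILC2p it was no longer called in experiment 1 (-2.14, adjusted p = 0.236) or experiment 2 (-1.81, adjusted p = 0.136) alone. The causes were not tested.

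No gene was called in ILC2s under the other alternatives than these (557 had an unadjusted p-value under 0.05 over the 7 libraries): DESeq2 called 326, edgeR without the filter on low counts 3, the likelihood ratio test 56, the quasi-likelihood test on the libraries of Fig. 3 1 and the exact test on them 568. On simulated counts with the dispersion of the ILC2 libraries, 200 genes were changed by a fold of 4. Of the 195 that were tested, the quasi-likelihood test recovered 40% with 4.9% of its calls false. The likelihood ratio test recovered 48.2% with 36.5% false and DESeq2 57.4% with 56.2% false. With the dispersion fixed at 0.1, the quasi-likelihood test recovered 98.5% with 8% false and DESeq2 98% with 18.8% false. Counts were drawn once for each setting, the former from edgeR's own dispersion estimates, without a difference between the experiments. The false shares thus do not carry over to the real calls, here or for ILC2p below. In ILC2p, where 321 genes were called, DESeq2 called 1229, the likelihood ratio test 556, the replicate block 175 and the filter of at least 10 counts in every library 199. Experiment 1 alone gave 38 and experiment 2 alone 77. Leaving out 1 library gave between 179 and 319. On simulated ILC2p counts the quasi-likelihood test recovered 1.6% of the 193 changed genes that were tested, with 25% of its 4 calls false, and DESeq2 11.4% with 91.2% of its calls false. Library size alone gave 328 genes and the upper quartile 322, with 66.2% and 63% of them higher in Tgfbr2-/- ILC2p against 75.1% with TMM, as the median log2 fold change of all genes moved from -0.10 to -0.31 and -0.40.

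The rank of *Il1rl1* by p-value among the lower genes, 5 in ILC2s, was 274 in experiment 1 alone, 10 with the replicate block, 16 with library size alone, 15 with the upper quartile, 25 with limma, 8 without the filter, 11 with at least 10 counts in every library, 8 with the likelihood ratio test, 8 with the exact test on the libraries of Fig. 3, and between 1 and 127 with 1 library left out. In ILC2p, where it was 2, it was 7 and 5 in experiments 1 and 2 alone, 4 with the replicate block, 6 with library size alone, 9 with the upper quartile, 32 with DESeq2, 21 with limma, 15 without the filter, 21 with the likelihood ratio test and between 2 and 5 with 1 library left out. The 127 genes whose effect differed between the cell types became 18 with the replicate block, 196 with library size alone, 203 with the upper quartile, 382 with limma and 13 in experiment 1 of each cell type. Replicates of the same number were not alike beyond their experiment (r between -0.06 and -0.01). The neutrophil list in ILC2p kept its difference of 7.96 and reached an exact p of 0.0286 when the labels were permuted over all libraries.

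The following genes changed direction, with their log2 fold change in parentheses. In ILC2s these were *Il22* (-0.63), *Bcl11b* (0.074), *Nfil3* (0.05), *Il7r* (-0.088), *Il17rb* (-0.076) and *Ifng* (-0.38) in experiment 1 alone, *Gfi1* (-0.057), *Rora* (0.058), *Cd3e* (-0.23), *Foxo1* (-0.20), *Il4* (-0.14) and *Cd4* (0.34) in experiment 2 alone, *Rora* (0.019), *Nfil3* (0.014) and *Il4* (-0.017) without the covariate, *Rora* (0.00), *Bcl11b* (0.079), *Il7r* (-0.014) and *Cd4* (1.18) with the replicate block, *Rora* (0.077) with library size alone and *Rora* (0.094), *Bcl11b* (0.019), *Ets1* (0.012) and *Cd4* (0.007) with the upper quartile. They were *Rora* (0.055), *Bcl11b* (0.091) and *Cd4* (0.64) with limma, *Rora* (0.01) without the filter and *Rora* (0.051) with at least 10 counts in every library. In the libraries of Fig. 3, with either test, they were *Tgfbr2* (0.12), *Tgfbr1* (-0.33), *Rora* (0.16), *Id2* (0.094), *Nfil3* (0.72), *Il7r* (-0.14), *Irf1* (0.86), *Il4* (-0.11), *Il2ra* (-0.074), *Il9r* (0.031), *Il13* (0.12) and *Cd4* (2.55). In ILC2p they were *Tgfbr1* (-1.87), *Bcl11b* (0.99) and *Tcf7* (0.92) in experiment 1 alone, *Tgfbr1* (-0.98) and *Bcl11b* (0.052) without the covariate, *Tgfbr2* (0.20) and *Tgfbr1* (-2.43) with the replicate block, *Tcf7* (0.11) with DESeq2 and *Tgfbr2* (0.18) and *Tgfbr1* (-0.54) with limma. Across the 7 fits that each left out 1 ILC2 library, log2 fold changes ran for *Rora* from -0.17 to 0.15, *Bcl11b* from -0.43 to 0.36, *Il4* from -0.093 to 0.13, *Cd4* from -0.57 to 2.42, *Sox4* from -2.22 to 2.12, *Cd3e* from -0.18 to 0.62, *Cebpb* from -0.10 to 0.61, *Ets1* from -0.23 to 0.044, *Il2ra* from -0.087 to 0.27, *Il22* from -0.64 to 2.26, *Nfil3* from -0.35 to 0.032, *Il7r* from -0.10 to 0.18, *Il17rb* from -0.094 to 0.24 and *Ifng* from -0.39 to 0.85. Across the 8 such fits in ILC2p they ran for *Tgfbr2* from -0.86 to 1.18, *Tcf7* from -2.33 to 0.59, *Bcl11b* from -2.42 to 0.21 and *Tgfbr1* from -2.35 to 2.49. The quasi-likelihood test called none of these genes over all libraries, while DESeq2 called *Il9r* in ILC2s (-0.83, adjusted p = 0.0673). The causes were not tested.

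Quantile normalization, the 75th percentile, other pseudocounts and filters on mean RPKM had been set for files holding RPKM alone and were not run, since the deposited files hold counts. Experiment 2 has 1 Tgfbr2-/- ILC2 library, so alone it gave log2 fold changes and no test.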

Differences from the paper's values

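Adjusted p-values printed beside the heat map of Fig. 3b were read by eye for 23 genes and are the paper's. The values given beside them are from edgeR's quasi-likelihood test over all 7 libraries. In Fig. 3b, read by eye, the paper's value and that found here were, for transcription factors, *Gata3* (about 0.066 against 0.898), *Ikzf1* (about 0.050 against 0.898), *Nfil3* (about 0.21 against 0.923), *Zbtb16* (about 0.0085 against 0.898), *Cebpb* (about 0.013 against 0.968), *Foxo1* (about 0.085 against 0.898), *Irf1* (about 0.076 against 0.898) and *Irf7* (about 0.0070 against 0.898). For cytokines and receptors in Fig. 3b, read by eye, they were *Il1rl1* (about 0.0010 against 0.877), *Il5* (about 0.0002 against 0.877), *Ccr4* (about 0.094 against 0.898), *Csf2* (about 0.079 against 0.898), *Cxcr6* (about 0.038 against 0.898), *Il22* (about 0.0010 against 0.898), *Ifng* (about 0.015 against 0.98), *Ccl5* (about 0.0017 against 0.898), *Il2rb* (about 0.0002 against 0.898) and *Il4ra* (about 0.020 against 0.898). For the remaining genes in Fig. 3b, read by eye, they were *Atxn1* (about 0.052 against 0.898), *Cd96* (about 0.0097 against 0.898), *Ctla4* (about 0.095 against 0.898), *Cd3e* (about 0.035 against 0.985) and *Cd4* (about 0.019 against 0.994). Of the alternatives set before the data were examined, DESeq2 came within the paper's values for *Ccr4* (0.116) and *Csf2* (0.0882), and none did for the other 21 genes. DESeq2 also called *Il1rl1* (0.00461) and *Il5* (0.0138). The exact test on the 4 libraries of Fig. 3, chosen after seeing the values, came within the paper's values for *Nfil3* (0.296), *Foxo1* (0.122), *Irf1* (0.0959), *Ifng* (0.0195) and *Atxn1* (0.0779), and gave 18 of the 23 genes an adjusted p-value under 0.2, the threshold of the figure, and 14 under 0.1. Its values and the paper's had a rank correlation of 0.91 across these genes and those marked NS, which were set to 0.2. The likelihood ratio test, also chosen after seeing the values, called *Il1rl1* (0.0391), *Il5* (0.0663) and *Klrb1b* (0.0911).

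The paper reports that many genes changed in Tgfbr2-/- ILC2s, and 0 were called here over 7 libraries (557 at an unadjusted p under 0.05) and 1 over the libraries of Fig. 3. DESeq2 called 326 over 7 libraries. After seeing the values, the likelihood ratio test called 56 over 7 libraries and the exact test 568 over the libraries of Fig. 3. The genes the paper names as changed in ILC2s were not called over 7 libraries, apart from *Il1rl1*, *Il5*, *Klrb1b* and *Csf2* with DESeq2, and the exact test on the libraries of Fig. 3, chosen after seeing the values, called *Il1rl1*, *Il5*, *Atxn1*, *Il22*, *Upp1*, *Ccl5*, *Zbtb16*, *Ncr1*, *Il2rb*, *Cxcr6*, *Tph1*, *Cebpb*, *Irf1*, *Irf7*, *Ifng*, *Cd96* and *Cd4*. The paper reports *Tbx21* as higher in ILC2s, and Fig. 3b marks it as not significant. Its log2 fold change was 1.48 over 7 libraries (adjusted p = 0.908 from edgeR's quasi-likelihood test).

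The paper reports *Gata3* as unchanged in ILC2p, and it was called lower here with a log2 fold change of -1.41 (adjusted p = 0.0603 from edgeR's quasi-likelihood test, from 1.75e-06 to 0.376 over the alternatives). It was not called in experiment 1 (0.285) or experiment 2 (0.376) alone. The median of 8 genes of ILC2p, *Gata3* among them, changed by -1.01 on the log2 scale. Part of the decrease of *Gata3* may thus come from dilution by RNA from other cells. The paper reports *Capg* as higher in ILC2p. It was higher here by a log2 fold change of 2.52 and not called (adjusted p = 0.203, from 0.0113 to 0.57 over the alternatives). DESeq2 (0.0113), limma (0.0822), edgeR without the filter (0.0567) and, after seeing the values, the likelihood ratio test (0.0577) called it.

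The paper ranks *Il1rl1* first among the lower genes in both cell types. By p-value it was 5 over all 7 ILC2 libraries, 4 over those of Fig. 3 and 2 in ILC2p. It was first in ILC2s without WT replicate 1 of experiment 1. In the libraries of Fig. 3, *Agr2* and *Dmbt1*, which ranked above it, followed the experiment. Fig. 3b prints a lower value for *Il5* than for *Il1rl1*. Its legend names a t-test with Benjamini-Hochberg correction where the methods state that edgeR gave the q-values of the heat map, and the legend of Fig. 3a gives FPKM where its axes and the methods give RPKM.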

Other observations

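Every test in this part was chosen only after the result was seen, except the test of the T cell list over 7 libraries and the splits that part same-numbered pairs.

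The 568 genes that the exact test called in the libraries of Fig. 3 may in large part reflect the difference between the experiments, since their WT libraries are all of experiment 2 and their Tgfbr2-/- libraries all of experiment 1. In the 3 libraries not used there, 80.1% of these genes differed in the direction of the experiment, with a median of -0.75 in the direction of the call, against 59.8% of all genes tested. Of 22 genes with a value under 0.2 in Fig. 3b, 11 followed the experiment there and 11 the genotype. The genotype and the experiment cannot be told apart within the 4 libraries.

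*Il1rl1* went against the experiment in those 3 libraries, where it was lower by -0.96 on the log2 scale in the Tgfbr2-/- library of experiment 2 than in the WT libraries of experiment 1. Within experiment 1 alone the log2 fold change of *Il1rl1* was -1.14, and within experiment 2, with 1 Tgfbr2-/- library, it was -1.85. Every Tgfbr2-/- library was below the WT libraries of its experiment. These values argue against the experiment as the only source of the decrease of *Il1rl1* in ILC2s. Whether the experiment contributes in the libraries of Fig. 3 could not be settled. In ILC2p, other genes of these cells fell too, by -1.01 for the median of 8 genes, which would follow if RNA from other cells diluted that of ILC2p. *Il1rl1* fell by 0.95 more than this median, by 0.79 more than their mean, by 1.05 more than *Il7r* and by 0.53 more than *Gata3*, lower in every Tgfbr2-/- library than in the WT libraries of its experiment for the first 3 measures and overlapping for *Gata3*. These first 3 had the smallest possible exact p (0.0556). Dilution alone would lower genes of these cells alike, which those measures go against. Part of the decrease may thus come from dilution. Among the measures listed, only relative to *Gata3*, itself called lower, could the whole of it not be told apart from dilution. In experiment 2, *Rora*, another of the 8 genes, was at 80.4 CPM in Tgfbr2-/- replicate 1 and 531 and 368 CPM in WT. It fell more there than *Il1rl1* (328 against 1009 and 1171 CPM), so the genotypes overlap relative to *Rora* too.

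With 0 genes called over the 7 ILC2 libraries (557 at an unadjusted p under 0.05), all 35 splits of these libraries into 4 and 3 gave as many, and so did 8 of the 8 that part every same-numbered pair, as any number of calls is at least 0, so these counts show nothing about the grouping. At an unadjusted p under 0.05, 13 of the 35 gave as many as 557. The split that follows the experiment gave 383 called genes and another 1178. With DESeq2, 8 of 35 splits gave at least as many genes as the 326 of the genotypes, the others giving between 1 and 2866 and the one that follows the experiment 861, so its number is not larger than other groupings give. In ILC2p, 1 of 35 splits, the real one, gave as many as 321 genes, and the others called 0 each and had fewer than its 897 genes at an unadjusted p under 0.05. Of the 8 that part every same-numbered pair it was 1 as well, a number of splits too small to go lower. The genotypes in ILC2p thus differ more than other groupings of these libraries, which does not tell an effect of the genotype from RNA of other cells.

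*Agr2*, *Dmbt1*, *Muc6*, *Aqp5* and *Klk1*, which stood near the top of the lower genes in the libraries of Fig. 3, were chosen after their values were seen. *Agr2* was at 132, 91.9 and 76.1 CPM in the ILC2 libraries of experiment 2 and at most 0.032 CPM in those of experiment 1, in both genotypes. *Dmbt1* and *Klk1* were also higher in each library of experiment 2. *Muc6* was at 922 and 206 CPM in the WT libraries of experiment 2, 0.612 CPM in its Tgfbr2-/- library and 17.9 CPM in WT replicate 2 of experiment 1, and *Aqp5* at 14.5 and 37.8 CPM in WT and 0.229 CPM in the Tgfbr2-/- library of experiment 2. The epithelial list was higher by 6.11 on the log2 scale in experiment 2 and separated the experiments. Within experiment 2 it was at 0.71 and 4.44 in WT replicates 1 and 2 and at 5.33 in the Tgfbr2-/- library, while *Agr2* fell in that order, *Klk1* was highest in the first, *Dmbt1* hardly changed and *Muc6* and *Aqp5* were nearly absent from the last. The 5 genes thus did not follow the list from library to library, and RNA from epithelium could not be shown to be their source. No biological explanation was tested.

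The T cell list, which leaves out *Cd3e* and *Cd4*, was lower by -0.31 in Tgfbr2-/- ILC2s over the 7 libraries (exact p = 0.444). Over these, *Cd3e* (log2 fold change 0.20) and *Cd4* (-0.15) were hardly changed, so this could not test their increase in Fig. 3b. In the 4 libraries of Fig. 3, where they were higher by 2.53 and 2.55, the list differed by 0.009, and 3 of its 9 genes were too low to be tested singly. Of the others, *Cd3g* (-0.56), *Cd6* (-1.59), *Cd28* (-0.51) and *Themis* (-1.86) were lower, the genotypes overlapping for all but *Cd6*. *Cd3d* (2.32) and *Trat1* (0.21) were higher but reached at most 4.48 and 1.81 CPM. The better expressed genes of the list thus did not rise with *Cd3e* and *Cd4*. With overlap in most of them, RNA of T cells could not be ruled out as the source of that increase. *Ly6a*, which shares the synonym Sca1 with *Atxn1*, had a log2 fold change of -0.96 in ILC2p (standard error 0.25, adjusted p = 0.114 from edgeR's quasi-likelihood test).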
